# Prepartum body condition score and plane of nutrition affect the hepatic transcriptome during the transition period in grazing dairy cows

**DOI:** 10.1186/s12864-016-3191-3

**Published:** 2016-11-02

**Authors:** M. Vailati-Riboni, S. Meier, C. R. Burke, J. K. Kay, M. D. Mitchell, C. G. Walker, M. A. Crookenden, A. Heiser, S. L. Rodriguez-Zas, J. R. Roche, J. J. Loor

**Keywords:** Peripartum, BCS, Prepartum nutrition, Liver transcriptome

## Abstract

**Background:**

A transcriptomic approach was used to evaluate potential interactions between prepartum body condition score (BCS) and feeding management in the weeks before calving on hepatic metabolism during the periparturient period.

**Methods:**

Thirty-two mid-lactation grazing dairy cows of mixed age and breed were randomly allocated to one of four treatment groups in a 2 × 2 factorial arrangement: two prepartum BCS categories [4.0 (thin, BCS4) and 5.0 (optimal, BCS5); based on a 10-point scale], and two levels of energy intake during the 3 weeks preceding calving (75 and 125 % of estimated requirements). Liver samples were obtained at −7, 7, and 28 d relative to parturition and subsequent RNA was hybridized to the Agilent 44 K Bovine (V2) Microarray chip. The Dynamic Impact Approach was used for pathway analysis, and Ingenuity Pathway Analysis was used for gene network analysis.

**Results:**

The greater number of differentially expressed genes in BCS4 cows in response to prepartum feed allowance (1071 vs 310, over the entire transition period) indicates that these animals were more responsive to prepartum nutrition management than optimally-conditioned cows. However, independent of prepartum BCS, pathway analysis revealed that prepartal feeding level had a marked effect on carbohydrate, amino acid, lipid, and glycan metabolism. Altered carbohydrate and amino acid metabolism suggest a greater and more prolonged negative energy balance postpartum in BCS5 cows overfed prepartum. This is supported by opposite effects of prepartum feeding in BCS4 compared with BCS5 cows in pathways encompassing amino acid, vitamin, and co-factor metabolism. The prepartum feed restriction ameliorates the metabolic adaptation to the onset of lactation in BCS5 cows, while detrimentally affecting BCS4 cows, which seem to better adapt when overfed. Alterations in the glycosaminoglycans synthesis pathway support this idea, indicating better hepatic health status in feed-restricted BCS5 and overfed BCS4 cows. Furthermore, IPA network analysis suggests liver damage in feed-restricted thin cows, likely due to metabolic overload.

**Conclusion:**

Overall, the data support the hypothesis that overfeeding in late-pregnancy should be limited to underconditioned cows, while cows with optimal degree of body condition should be maintained on an energy-restricted diet.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-3191-3) contains supplementary material, which is available to authorized users.

## Background

Nutritional management of the late pregnant dairy cow has been examined as a way to improve cow DMI and health during the transition period. The aim is to counteract the negative energy balance (NEB) that dairy cows experience postpartum, and ease their transition into lactation. Traditionally, management practices provided dry cows with a high-fiber/low-energy density ration (“far-off” diet), switching to a low-fiber/higher-energy density ration for the last month of gestation (“close-up” diet). Different studies, however, have thus far demonstrated that this “close-up” approach often leads to prepartum hyperglycemia and hyperinsulinemia and greater blood non-esterified fatty acid (NEFA) concentrations (i.e., excess lipid mobilization postpartum) [1–4]. The move to “close-up” diets with greater energy density may also elicit detrimental effects on the postpartum health of the cow [5–7].

Similar outcomes in the postpartum period have been associated with the level of body condition score (BCS) at calving. Altered plasma concentrations of biomarkers of metabolic and inflammation were detected in some studies in overconditioned cows [1, 8–10] and in “thin”, underconditioned cows [10–12], indicating that both groups are at greater risk of developing metabolic or health disorders during transition. Thin cows experience more problems in a pasture-system (the present study) than in a TMR-based system, where the risk of overconditioning during the dry period is far greater [13, 14]. For these reasons, assessment of BCS prepartum can provide a qualitative evaluation of the chances for an optimal transition, which, in turn, is closely associated with optimal production and the chances for a successful lactation [13].

Despite the fact that both prepartum BCS and plane of nutrition play an important role in the metabolic response of the animal to lactation, cows are generally managed similarly prepartum. During the transition period, the high metabolic demands required for milk synthesis rely on homeorethic mechanisms in multiple tissues, all of which converge on the metabolic ability of the liver [15]. Previous studies have demonstrated the ability of “omics” approaches for evaluating the effects of calving BCS [16, 17] and feeding management [7, 18] on the metabolic activity of the liver during the transition period. Therefore, in the present study, liver transcriptome profiling through microarray technology was undertaken to investigate the hypothesis that an interaction between precalving BCS and prepartum feeding management exists, and that it can affect the hepatic adaptations to lactation in grazing dairy cows.

## Methods

### Experimental design and sample collection

Complete details of the experimental design are available elsewhere [4]. Briefly, 150 mixed breed mid-lactation grazing dairy cows were balanced for age, breed, BCS at the time of enrollment, and expected calving date. Cows were randomly allocated to one of six treatment groups (25 cows per group) in a 2 × 3 factorial arrangement: two pre-calving BCS categories (4.0 and 5.0, BCS4 and BCS5; based on a 10-point scale, where 1 is emaciated and 10 obese; [19] and three levels of energy intake during the 3 weeks preceding calving (75, 100, and 125 % of estimated requirements; [3]). The different groups were obtained by daily manipulation of pasture allowance [4].

A subset of 32 animals with the complete set of biopsies and plasma samples (8 cows in each of four treatment groups) was used for transcriptomic analysis. These were cows with prepartum BCS4 fed to meet 75 (B4F75) or 125 (B4F125) % of requirements, and cows with prepartum BCS5 fed to meet 75 (B5F75) or 125 (B5F125) % of requirements. The average cow age was 6.4 ± 2.3, 5.4 ± 2.3, 6.3 ± 2.6, and 4.8 ± 1.5 years for B4F75, B4F125, B5F75, and B5F125, respectively. Breed-wise, pure bred New Zealand Holsteins were 4, 2, 6, and 3, for B4F75, B4F125, B5F75, and B5F125, respectively, with the remaining cows in each group being a mix-bred Jersey with an average percentage of New Zealand Holstein blood of 86 ± 10, 75 ± 19, 69 ± 24, and 47 ± 31 %, for B4F75, B4F125, B5F75, and B5F125, respectively.

The intermediate groups in both BCS classes (B4F100 and B5F100) were omitted from the present analysis as feeding to the exact requirements is rarely achievable in field conditions. In practice, multiple factors (e.g., pasture management and allocation, animal competition and social interaction) cause cows being mostly overfed or underfed.

Liver tissue was harvested via percutaneous biopsy under local anesthesia at −7, 7, and 28 d relative to parturition. Tissue samples were immediately snap frozen in liquid nitrogen and stored at −80 °C until further analysis. Blood was sampled on the same days, prior to the biopsy, by coccygeal venipuncture using evacuated blood tubes containing a lithium heparin anticoagulant, and processed for plasma collection and determination of NEFA and BHBA. Assay information is reported in Additional file 1.

### RNA extraction and microarray performance

Complete information about the procedures is reported in Additional file 1. Primer sequences and qPCR performace can be found in Additional files 2 and 3, respectively. 

### Statistical analysis

Statistical analysis for transcriptomic data was performed using SAS v9.3 (SAS Institute Inc.). Data from a total of 48 microarrays were adjusted for dye and array effects (Lowess Normalization and array centering). A MIXED model with repeated measures was then fitted to the normalized log_2_-tranformed adjusted ratios using Proc MIXED, according to the following model:

$$ {Y}_{ijklm} = \mu + {T}_i + {B}_j + {F}_k + T{B}_{ij} + T{F}_{ik} + B{F}_{jk} + TB{F}_{ijk} + {C}_l + {e}_{ijklm} $$

The model for *Y*_*ijklm*_ (dye-array adjusted expression) included the overall mean (*μ*), the fixed effects of time (*T*_*i,*_ −7, 7, and 28 d), prepartum BCS (*B*_*j*_, 4 and 5), prepartum feeding management (*F*_*k*_, 75 and 125 %), and their interactions (*TB*_*ij*_, *TF*_*ik*_, *BF*_*jk*_, *TBF*_*ijk*_). Cow (*C*_*l*_) was considered an uncorrelated random effect, and *e*_*ijklm*_ represent the residual error. The raw *P*-values were adjusted for the number of genes tested using Benjamini and Hochberg’s false discovery rate (FDR; Benjamini and Hochberg, 1995) to account for multiple comparisons.

Blood data were subjected to ANOVA in SAS (v9.3) and analyzed with PROC MIXED, fitting the same statistical model as used for transcriptome data. Time, BCS, feeding, and their interactions were considered as fixed effects, while cow, nested within treatment, was the random effect. The Kenward-Roger statement was used for computing the denominator degrees of freedom, while spatial power was used as the covariance structure. Data were considered significant at *P* ≤ 0.05 using the PDIFF statement.

### Kyoto encyclopedia of genes and genomes (KEGG) pathway analysis

The dynamic impact approach (DIA) was used for KEGG pathway analysis of differentially expressed genes (DEG). The DIA calculates the overall effect (relevance of a given pathway) and flux (direction of effect), thus allowing evaluation of transcriptome profiles in a more holistic fashion. The detailed methodology of DIA is described elsewhere [19]. Briefly, the whole dataset with Entrez gene ID, fold-change (FC) (≤ −1.5 and ≥ 1.5), and raw *P*-value (≤0.01) was uploaded to DIA. For the analyses, a minimum of 30 % annotated genes on the microarray versus the whole genome [19] was selected.

### Transcription regulators and gene network analysis

Ingenuity pathway analysis (IPA) software (Qiagen) was used to analyze the upstream transcription regulators and their connections with other downstream genes that were differentially expressed. For this purpose, a list of DEG, with the same thresholds used for DIA analysis, was uploaded into IPA. However, for IPA analysis, the time effect was not included to focus on overall interaction of BCS and prepartum feeding management along the whole transition period.

### Verification of microarray results

To verify some of the key findings from the microarray and bioinformatics analysis, the expression levels of 11 genes, including eight and three DEG for the comparisons B4F125vsB4F75 and B5F125vsB5F75, respectively, were analyzed using real-time quantitative PCR. Because of the higher number of detected DEG, validation was performed only on samples obtained at 7 days postpartum. Complete information about the procedures is reported in Additional file 1, together with the list of analyzed genes and respective pathways annotated via DIA. Per each comparison a fold-change was calculated from the normalized relative mRNA abundance obtained from each gene with its own standard curve, and compared with the fold-change from the microarray analysis. A Pearson correlation using the proc CORR procedure in SAS (v9.3) was then run to establish similarity between the two analyses. Results are reported in Fig. 6.

## Results and discussion

Despite the fact that BCS is linked with the metabolic response to lactation and its level is regulated through nutrition, cows with different levels of adiposity are generally managed similarly during the prepartum period. In light of this, the present manuscript focuses on the pre- and postpartum (−7, 7, and 28 d) metabolic effect of different prepartum feeding regimes within BCS groups (B4F125 vs B4F75, and B5F125 vs B5F75). 

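Liver RNA of 32 cows, taken by biopsy at −7, 7 and 28 d, was hybridised to 48 two-colour Agilent bovine gene expression arrays, each of which compared a pair of samples, 1 in Cy3 and 1 in Cy5. The 12 groups (B4F75, B4F125, B5F75 and B5F125 on each of 3 days) held 8 cows each, with 4 in each dye. The cows formed 16 pairs, and each pair shared 3 arrays. In 12 pairs, cows of different treatments met on the same day (36 arrays), and in 4 pairs cows of the same treatment were compared between days (12 arrays). Within each BCS, cows of the 2 feeding levels met directly in 2 pairs (6 arrays), and the rest of each feeding comparison runs through arrays shared with other groups. For a gene without blanks, feeding comparisons averaged over the days draw only on the 36 arrays within a day (12 pairs). Comparisons of days with the treatments averaged draw only on the 12 arrays between days (4 pairs). Where 8 cows per group are given with a value, this is the size of the group. The authors scanned the slides with GenePix, excluded substandard spots and deposited 1 log2 ratio per spot and array. The median ratio of an array lay between 0 and 0.521 (median 0.28 over the arrays), so the array centring named in the paper is not in these values. The lowess adjustment named with it was not repeated, because ratios come without intensities. Of 43803 spots, 33292 carried a gene name, and 15.95% of all values were blank (1.425% to 21.5% per array). Here each array was centred on its median, the probes of a gene were averaged, and the 14931 genes measured on at least 24 arrays were fitted in the manner of limma, with its moderated tests and with standard errors solved exactly for the blanks of each gene, using a mean for each group, a dye term and cow pair as a random block. The direction of the ratio was taken as Cy5 over Cy3, with which 321 of 397 genes of Tables S1 to S6 have the paper's sign, as do 9 of the 11 genes of Fig. 6, for which the paper compares arrays with qPCR. Tables S1 to S6 were made from the same arrays, and the qPCR data were not analysed here. Cow age and breed differed between the groups and are not given per cow, so they are not in the model. A gene was called a DEG at the paper's thresholds, an unadjusted p of at most 0.01 and a FC of at least 1.5 either way. On simulated data for B4F125 vs B4F75 at 7 d, 11 of 50 genes changed 1.5-fold were called, 25 of 50 at 2-fold, 39 of 50 at 3-fold and 44 of 50 at 4-fold, as were 122 of 14731 unchanged genes. In addition, 65 gene lists fixed before the files were opened (pathways named in the paper, other liver functions and cell type markers) were each tested against the other genes with limma's competitive test at a preset correlation of 0.01. Over the 8 feeding comparisons 30 of 520 such tests had an adjusted p under 0.05, and 0 did with an estimated correlation or with fry, which asks if a list moves one way. The pathways of the paper were picked by the study on these samples, so their lists are not independent evidence of a direction. DIA was not rerun, and the median of a list over all its measured genes is not the flux, which the paper draws from DEG.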

Time was not considered in the discussion of transcription regulator and gene network analysis; instead, the focus was on the overall effect of BCS and feeding management, using the same comparisons as in the DIA analysis. Differentially expressed genes were determined as reported previously [20, 21], applying first a stringent *P* value cut-off of *P* ≤ 0.01 to the data, and then an FC threshold of ≤ −1.5 and ≥ 1.5. Validation for this approach, which does not take into account multiple testing corrections, was reported previously [22, 23]. The resulting number of DEG is reported in Table 1, while the top DEG with FC ≤/≥ ± 3 per each comparison and at each time point are reported in Additional files 4, 5, 6, 7, 8 and 9. The five main areas among the KEGG categories and subcategories that were enriched with DEG are reported in Fig. 1. Among these, the following discussion will only concern the ‘metabolism’ category, with a focus on the 25 metabolic pathways that were most-impacted by treatment (Figs. 2 and 3), emphasizing the effect of prepartum diet in combination with prepartum BCS. The term “impact” refers to the biological importance of a given pathway as a function of the change in expression of genes composing the pathway (proportion of DEG and their magnitude) in response to a treatment, condition, or change in physiological state [19]. Consequently, the direction of the impact, or flux, characterizes the average change in expression as up-regulation/activation, down-regulation/inhibition, or no change.

**Table 1:** Number of differentially expressed genes, used for DIA and IPA analysis, for each considered comparison after applying a *P* value cutoff of ≤ 0.01 and a fold change threshold at ≤/≥ ± 1.5

Comparison	Wk^a^	Up	Down	Total
*DIA*				
B4F125 vs B4F75	−7	62	63	125
	7	336	229	565
	28	147	234	381
B5F125 vs B5F75	−7	31	43	74
	7	99	106	205
	28	15	16	31
*IPA*				
B4F125 vs B4F75	n.a.	69	174	243
B5F125 vs B5F75	n.a.	56	62	118

^a^Time factor was used only for DIA analysis, while IPA analysis focused on the overall effect during the whole transition period

**Fig. 1:**
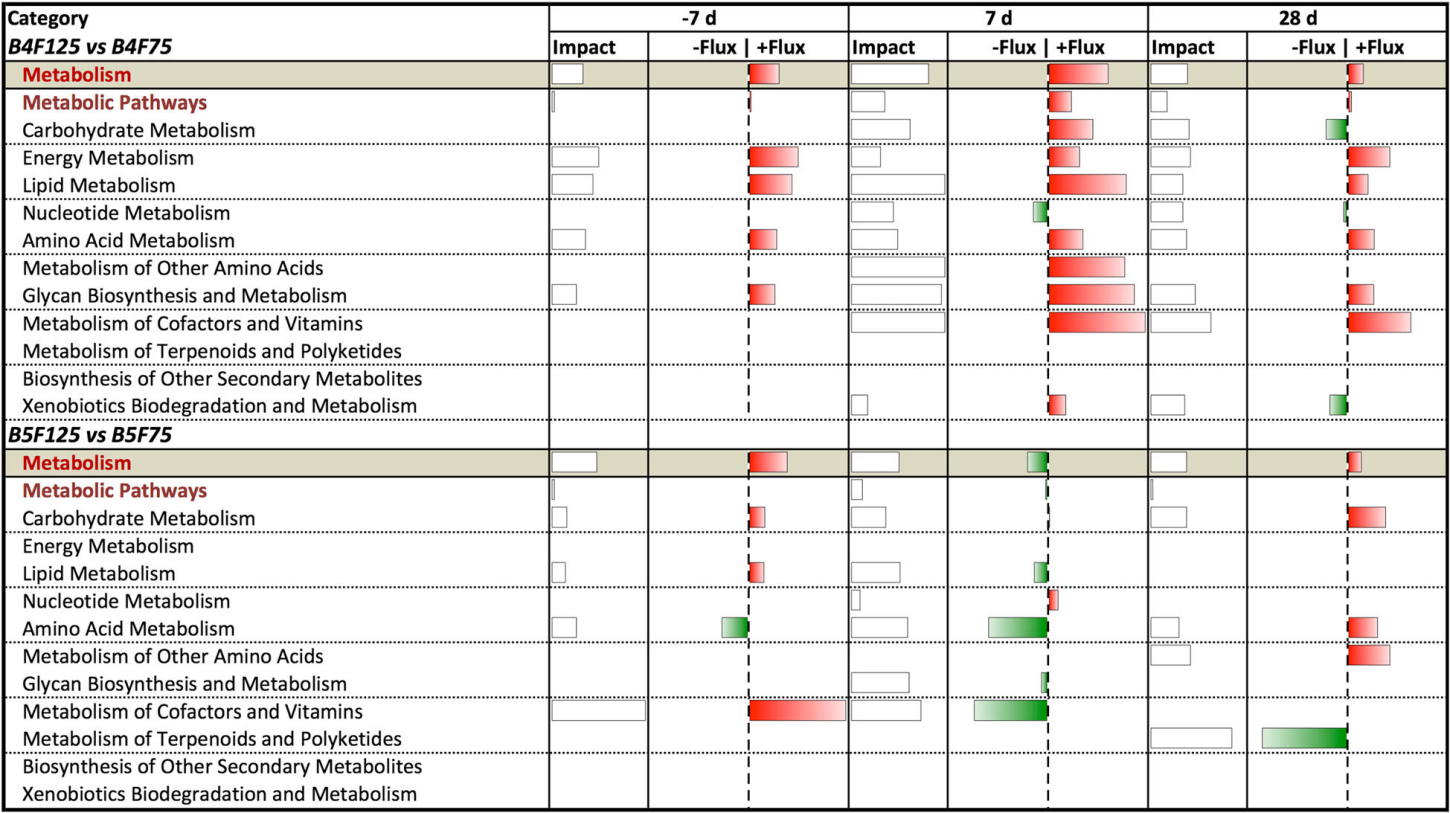
Summary of KEGG metabolic subcategories resulting from the DIA analysis in liver of BCS 4 and 5 cows fed 125 % of requirements prepartum compared with 75 %. For each sampling time, the columns represent the effect (impact) and flux responses. The transparent bars represent the effect value (0 to 30), and the flux columns represent negative (−) and positive (+) flux (−30 to +30) based on the direction of the effect. The negative flux (*green bars*) indicates an upregulation in B4F75 or B5F75 cows, while the positive flux (*red bars*) indicates an upregulation in B4F125 or B5F125 cows

**Fig. 2:**
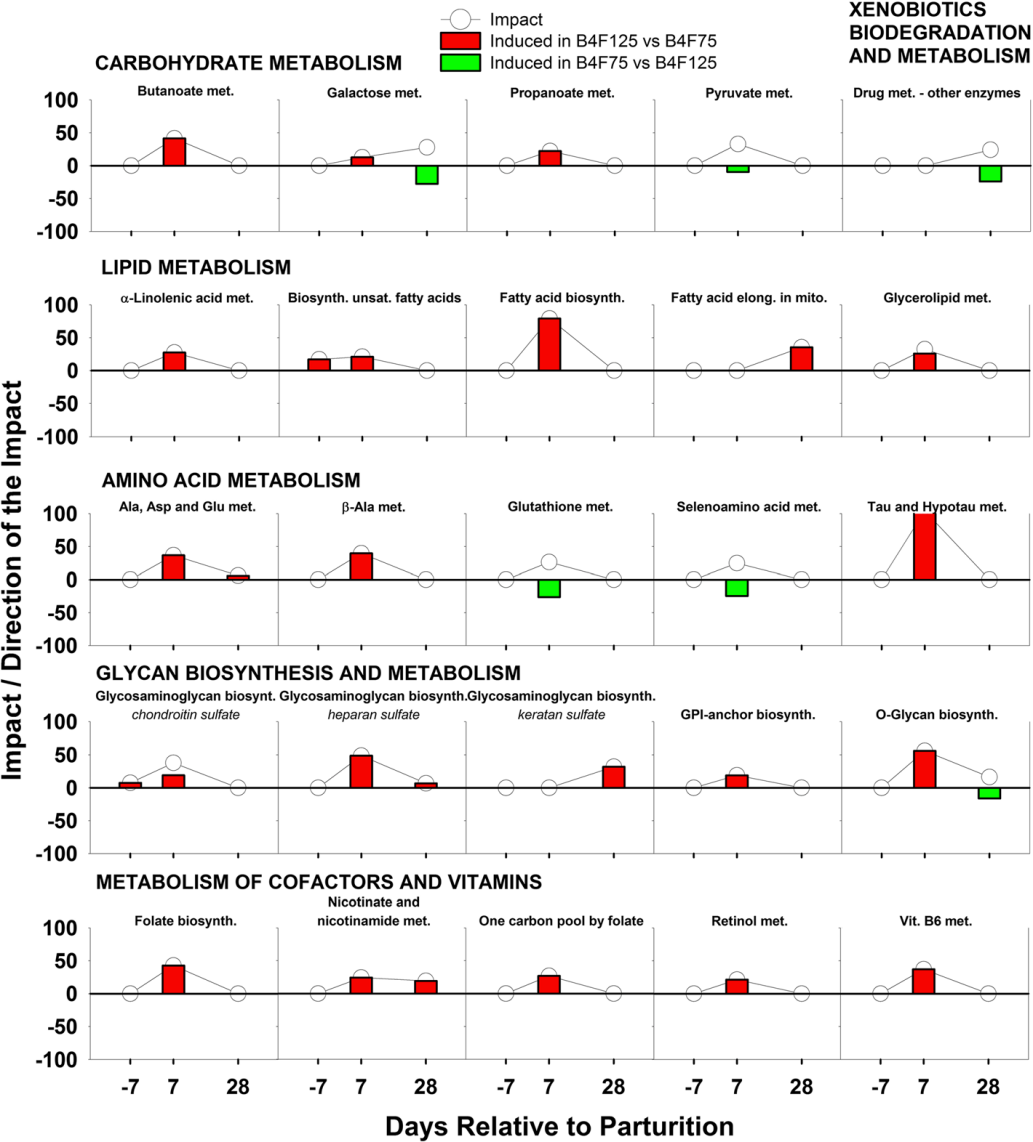
Dynamic Impact Approach (DIA) results (Impact and Direction of the Impact) for the most impacted metabolic KEGG pathways (Top 25), grouped in sub-categories of pathways, in BCS 4 cows fed 125 % compared with 75 % of requirements prepartum. *Lines* represent the Impact (0–100) along the transition period, while *bars* show the Direction of the Impact (−100–+100) (*red* = upregulation, *green* = downregulation, in B4F125 vs B4F75)

**Fig. 3:**
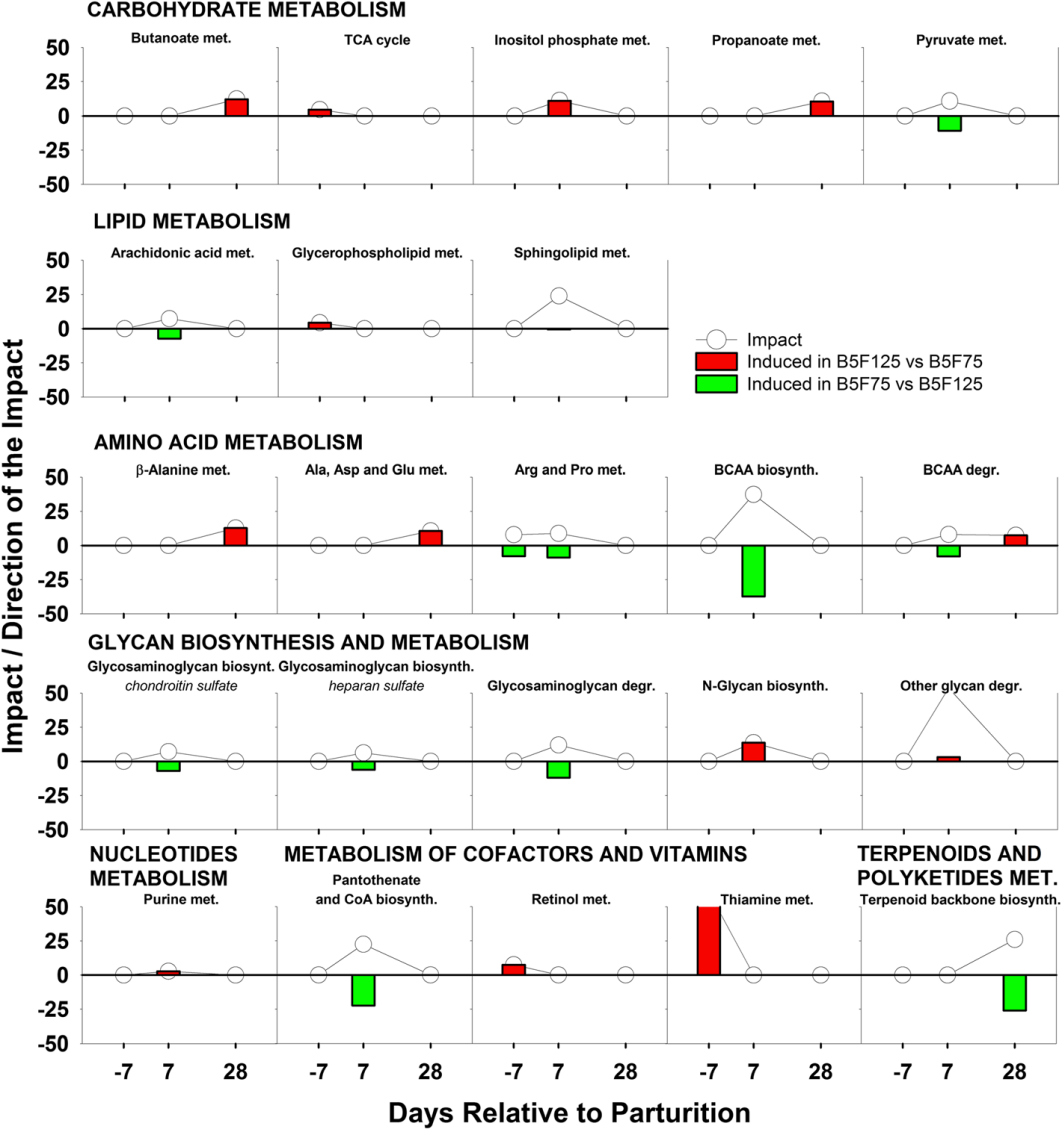
Dynamic Impact Approach (DIA) results (Impact and Direction of the Impact) for the most impacted metabolic KEGG pathways (Top 23), grouped in sub-categories of pathways, in BCS 5 cows fed 125 % compared with 75 % of requirements prepartum. Lines represent the Impact (0–50) along the transition period, while *bars* show the Direction of the Impact (−50–+50) (*red* = upregulation, *green* = downregulation, in B5F125 vs B5F75)

### The effect of body condition score

The hepatic transcriptome of BCS4 compared with BCS5 cows was more impacted by prepartum feeding management in the early postpartum (7 d), i.e. during the homeorhetic metabolic shift that the cow experiences in response to the onset of lactation. 

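In BCS4 cows at 7 d, S100A9, a calcium-binding protein of neutrophils, was lower in B4F125 than in B4F75 (log2 FC −1.66, SE 0.39, 8 cows per group), as were its relative S100A12 (−1.00, SE 0.31) and RBM28, a nucleolar RNA-binding protein (−1.00, SE 0.23). SYNGR3, a synaptic vesicle protein measured on 39 arrays, and ZNF436, a zinc finger protein measured on 38, were higher in B4F125 (log2 FC 1.75, SE 0.39, and 2.02, SE 0.55). In BCS5 cows, WLS, the carrier of Wnt proteins to the cell surface, was measured on 35 arrays and was lower in B5F125 (log2 FC −3.10, SE 0.44, adjusted p = 0.00216 from limma), as was IFI47, an interferon-inducible GTPase (−3.02, SE 0.57, adjusted p = 0.0345). For IFI47 the ratios of a cow pair had a correlation of 0.901 between its arrays, against a median of 0.146 over genes. In a mixed model gene by gene, with cow pair as a random effect and no moderation, neither WLS nor IFI47 kept an adjusted p under 0.05. That model called fewer genes in every feeding comparison, so the loss cannot be assigned to cow pairs alone. NPM3, a nucleolar chaperone, and the transcription factor INSM2 were higher in B5F125 (log2 FC 1.25, SE 0.30, and 1.11, SE 0.23). In all, 151 of 14925 genes were DEG in BCS4 cows and 158 of 14920 in BCS5 cows, while with no change simulated in BCS5 cows 121 of 14931 genes were called. As many genes as in the real groups were called in 84 and 87 of 100 splits of the cows, so the splits do not place either number beyond chance. The splits also change which arrays compare feeding levels, so their design differs from the real one. At an adjusted p under 0.05 limma left 0 genes in BCS4 cows (792 at an unadjusted p under 0.05) and 2 in BCS5 cows (736), and with the standard errors of limma's own contrast step, approximate for genes with blanks, TCHH and ZNF596 passed as well in BCS5 cows. The interaction of BCS and feeding at 7 d called 147 of 14914 genes and left 0 at an adjusted p under 0.05 (806 unadjusted). Of 15 neutrophil markers, 12 had a more positive response to feeding in BCS5 than in BCS4 cows (median difference 0.26, adjusted p = 0.0231, and adjusted p = 0.509 with an estimated correlation). For S100A9 the difference was 2.06 on the log2 scale (SE 0.55, adjusted p = 0.903), and 3 of the markers were called (S100A9, S100A12 and PADI4, with S100A8 also significant when adjusted over the list alone).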

According to established management standards [13], BCS5 cows are considered optimally-conditioned at parturition, while BCS4 cows are underconditioned. Thus, the fact that the number of DEG detected due to different prepartum feeding management was on average 3x higher in BCS4 than BCS5 cows underscores how transition cow nutrition could be more important in underconditioned animals.

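Before calving, B4F125 cows had higher expression than B4F75 of the muscle filament gene NEB (log2 FC 2.62, SE 0.64, 43 arrays) and of a gene written H4 (1.79, SE 0.46), and lower expression of the reductase CYB5R2 (−2.17, SE 0.47, 38 arrays) and the angiogenesis inhibitor VASH1 (−1.37, SE 0.36). B5F125 cows at −7 d had higher PRAP1, a proline-rich acidic protein of gut and liver (log2 FC 4.12, SE 0.83), and lower IGFBP5, a binding protein of insulin-like growth factors (−1.14, SE 0.28). For PRAP1 the ratios of a cow pair had a correlation of 0.835 between its arrays. By 28 d, GBP7, an interferon-induced GTPase, and SRXN1, which repairs oxidised peroxiredoxins, were lower in B4F125 (log2 FC −1.23, SE 0.29, and −1.04, SE 0.25), and DUSP9, a phosphatase of MAP kinases, was higher (1.48, SE 0.38). In BCS5 cows on that day the lipoprotein component APOM was lower (−0.66, SE 0.17) and UNC13A, a protein of vesicle release measured on 32 arrays, was higher (2.67, SE 0.61). The DEG numbered 71 at −7 d and 129 at 28 d in BCS4 cows, and 98 and 56 in BCS5 cows. With the days averaged they numbered 70 in BCS4 and 67 in BCS5 cows, from 14920 and 14914 genes tested. A p of at most 0.01 was reached by 0.596%, 1.15% and 1.04% of genes in BCS4 cows at −7, 7 and 28 d, and by 0.831%, 1.13% and 0.409% in BCS5 cows, against a nominal 1%. At −7 and 28 d limma left 0 genes at an adjusted p under 0.05 in either BCS (512 and 712 unadjusted in BCS4, 619 and 293 in BCS5), apart from LOC51159 in BCS5 cows at −7 d with the standard errors of its own contrast step.

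**Figure D1:**
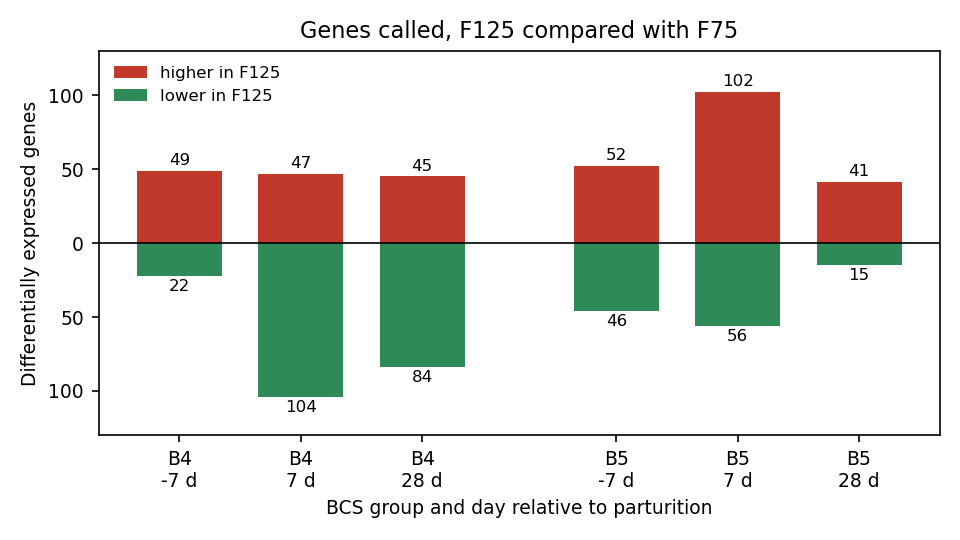
DEG higher (upward bars) and lower (downward bars) with feeding at 125 % than at 75 %, counted per day in BCS4 and BCS5 cows. The largest totals are 158 in BCS5 and 151 in BCS4 cows, both at 7 d.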

In both BCS4 and BCS5 cows, feeding at 125 % of requirements upregulated the prepartum metabolism-related transcriptome (Flux value in Fig. 1). However, as the change in flux indicates, immediately postpartum (7 d) BCS4 cows benefitted from the greater feed allowance (125 % vs. 75 %), because there was an overall activation of metabolic pathways. In contrast, when BCS5 cows were overfed during the dry period, the same pathways were inhibited early post-partum (Fig. 2). This indicates that a greater feed allowance prepartum might have elicited a non-desirable effect on optimally-conditioned cows, rendering them “metabolically-lazy” during the metabolically-demanding transition to lactation.

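Prepartum, genes of the urea cycle lay higher in B5F125 than in B5F75: all 8 measured members were above 0, with a median log2 FC of 0.35 (adjusted p = 0.00177, and adjusted p = 0.994 with an estimated correlation). Among them SLC25A15, the mitochondrial ornithine carrier, was called (log2 FC 1.02, SE 0.37, a call kept under 13 of 30 other settings), while CPS1, the entry enzyme of the cycle, had 0.31, SE 0.21. Cholesterol synthesis genes followed, with 20 of 22 above 0 (median 0.26, adjusted p = 0.00317, again adjusted p = 0.994 with an estimated correlation), led by INSIG1, which retains the sterol sensor in the endoplasmic reticulum (1.35, SE 0.39). Over the 716 genes of the paper's metabolic pathways, 473 were above 0 and 243 below in BCS5 cows (median 0.11), with 4 called higher and 1 lower. In BCS4 cows 335 were above 0 and 381 below (median −0.019), and only B3GNT6, an O-glycan transferase chosen after its values were seen, was called (1.42, SE 0.46). Markers of other cells moved on the same day: cholangiocyte markers were all below 0 in B5F125 cows (9 of 9, median −0.44, adjusted p = 0.0335, kept under 20 of 29 other settings, and adjusted p = 0.994 with an estimated correlation). In B4F125 cows endothelial markers were lower (median −0.23, adjusted p = 0.00692), macrophage markers were lower (median −0.18, adjusted p = 0.05, kept under only 12 of 29 other settings) and erythroid markers higher (median 0.78, adjusted p = 0.0189), each with adjusted p = 0.994 with an estimated correlation. Hepatocyte markers had 18 of 20 above 0 in B5F125 (median 0.21, adjusted p = 0.0714), although APOA1, the main protein of high-density lipoprotein, was lower (−1.43, SE 0.39).

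**Figure D2:**
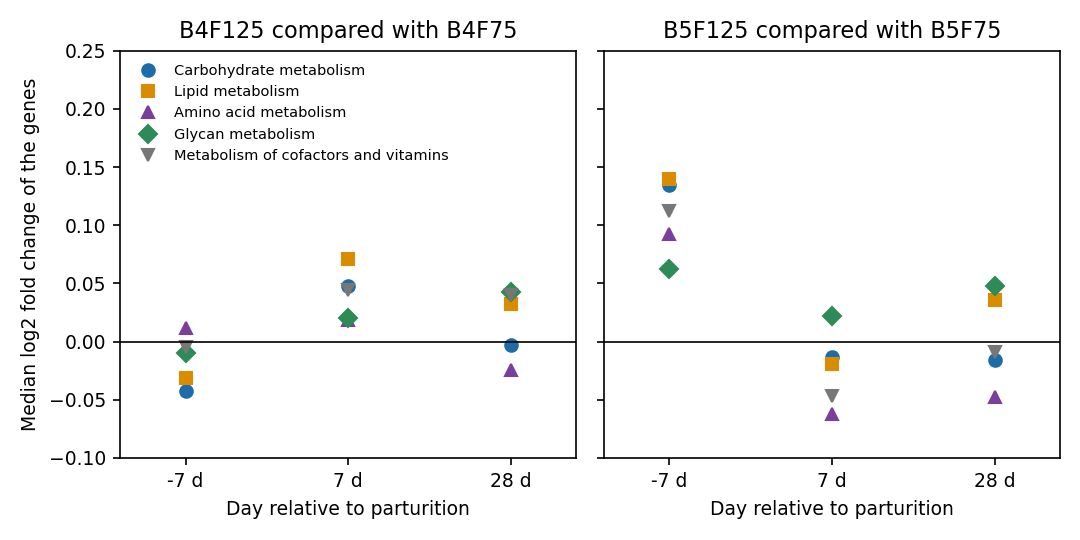
Median log2 FC of the genes in each of 5 metabolic categories at −7, 7 and 28 d, with BCS4 and BCS5 cows in separate panels and a line at 0. At −7 d all 5 medians lie above 0 in BCS5 cows, the highest at 0.14 for lipid metabolism.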

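In B4F125 cows at 7 d, 391 of the 716 metabolic genes were above 0 and 325 below, with a median log2 FC of 0.031. TUSC3, a subunit of the enzyme that attaches N-glycans, was lower than in B4F75 (log2 FC −1.23, SE 0.39, 8 cows per group), and MGAT3, which adds the bisecting sugar to N-glycans, was higher (1.64, SE 0.54) but measured on only 25 arrays. These were among 3 metabolic genes called higher and 3 lower, together 0.838% of the metabolic genes against 1.01% of all genes. By category the median was 0.071 for lipid, 0.048 for carbohydrate, 0.044 for cofactor and vitamin, 0.02 for glycan and 0.018 for amino acid metabolism. Outside these pathways, 16 of 20 genes of the growth hormone and IGF axis were above 0 (median 0.16, adjusted p = 0.116 in the list test), with INSR, the insulin receptor, at 0.39, SE 0.18. None of the metabolic lists had an adjusted p under 0.05 in this comparison.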

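In B5F125 cows at 7 d, 369 of the 716 genes were below 0 and 347 above (median −0.013). Genes of cholesterol synthesis were lower, 19 of 22 below 0 with a median of −0.19 (adjusted p = 0.0307, kept under 21 of 29 other settings, and adjusted p = 0.994 with an estimated correlation). None of them was called, the sterol desaturase SC5DL having −0.51, SE 0.19. Ribosomal proteins were higher, 46 of 52 above 0 (median 0.17, adjusted p = 0.00317, and adjusted p = 0.994 with an estimated correlation), each by little, as with RPS9 (0.42, SE 0.22). The median was −0.062 for amino acid, −0.047 for cofactor and vitamin, −0.019 for lipid and −0.013 for carbohydrate metabolism, and 0.022 for glycan metabolism. Over all categories 3 genes were called higher and 2 lower, or 0.698% against 1.06% of all genes. The interaction of BCS and feeding in the same pathways had a median of −0.023, with 3 genes called in one direction and 1 in the other. Among them TUSC3 had a more positive response in BCS5 than in BCS4 cows (difference 1.79, SE 0.55).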

#### Carbohydrate metabolism

AW Bell [24] estimated a marked increase in demand for glucose during the transition period. Because glucose and related metabolites constitute the fulcrum of ‘Carbohydrate metabolism’ in the cow, an impact (or overall effect based on changes in gene expression) on this pathway was expected and evident right after parturition regardless of BCS (Fig. 1). However, only BCS4 cows had a greater impact (or significant change) of feeding management on ‘Carbohydrate metabolism’, with half of the subcategories impacted at 7 d (Additional file 10: Table S7).

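ME3, the mitochondrial NADP-dependent malic enzyme, was higher in B5F125 than in B5F75 at 7 d (log2 FC 1.56, SE 0.45, 8 cows per group). It was the only one of 33 measured genes of pyruvate metabolism called in either BCS on that day (also 1 when adjusted over the list alone in BCS5 cows and 0 in BCS4 cows). The other members lay mostly below 0 in B5F125, 23 of 33 (median −0.12, adjusted p = 0.235 in the list test), with ALDH2, a mitochondrial aldehyde dehydrogenase, at −0.41, SE 0.27. In B4F125 cows 17 were below 0 (median −0.035, adjusted p = 0.75), with PKLR, the liver pyruvate kinase, at 0.22, SE 0.20 and MDH2, the mitochondrial malate dehydrogenase, at −0.22, SE 0.21. The ME3 call was kept under 27 of 29 other settings.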

Among the most-impacted pathways (i.e. of high biological relevance based on transcriptome), ‘Pyruvate metabolism’ was activated at 7 d postpartum when cows were fed 75 % of requirements before calving, regardless of BCS, although the timing of changes to volatile fatty acid (VFA) metabolism was BCS-dependent. Metabolism of propionate and butyrate was impacted shortly after parturition (7 d) in BCS4, and at the end of the transition period (28 d) in BCS5 cows. 

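At 7 d in BCS4 cows none of the genes of propionate or butyrate metabolism was called. BCKDHA, a subunit of the branched-chain keto acid dehydrogenase that the propanoate pathway holds, had log2 FC 0.38, SE 0.18 (8 cows per group), PCCB, the beta subunit of propionyl-CoA carboxylase, 0.19, SE 0.20, and ACADS, the short-chain acyl-CoA dehydrogenase, 0.23, SE 0.21. Of 30 propanoate genes 18 were above 0 (median 0.046, adjusted p = 0.836 in the list test), and of 22 butanoate genes 11 (median 0.0097, adjusted p = 0.806). At 28 d in BCS5 cows 21 propanoate genes were below 0 (median −0.067, adjusted p = 0.382) and 14 butanoate genes (median −0.075, adjusted p = 0.376), with MLYCD, malonyl-CoA decarboxylase, at 0.66, SE 0.36. Adjusted over the list alone the counts were 0 as well.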

For both BCS groups, overfeeding prepartum led to the activation of VFA pathways. 

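ME1, the cytosolic malic enzyme, was lower in B4F125 than in B4F75 at 7 d by a log2 FC of −1.24, SE 0.57 and had −0.63, SE 0.60 in B5F125 vs B5F75 (8 cows per group, measured on 42 of 48 arrays). These are means of 2 probes with different blanks, and the probes on their own had −1.297 and −1.693 in BCS4 and −1.207 and −1.147 in BCS5 cows. Neither mean was called, with adjusted p = 0.911 in BCS4 and adjusted p = 0.998 in BCS5 cows. The means of the 2 responses differed by 0.61 on the log2 scale (SE 0.76, adjusted p = 0.998 for the interaction). On the arrays that held cows of both feeding levels, ME1 was higher in B4F125 on 1 of 2 and in B5F125 on 2 of 2. Without 1 of the 16 cow pairs the BCS4 value was −1.88 and was called.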

When cows were underfed prepartum in both BCS4 and 5, the high impact and flux of ‘Pyruvate metabolism’ early postpartum were due to the high expression of the cytosolic form of malic enzyme (*ME1*) (Additional file 5: Table S2 and Additional file 8: Table S5). Malic enzyme activity supplies NADPH for fatty acid biosynthesis, particularly in adipose tissue [25]; however, its role in bovine liver is unclear, as the liver is not a lipogenic organ in this species [26]. Furthermore, the idea that ‘Pyruvate metabolism’ serves to provide precursors for gluconeogenesis through oxaloacetate is inconsistent with the positive flux (activation) of the ‘Gluconeogenesis/Glycolysis’ in the BCS4 cows. In fact, data indicated an induction of this pathway in B4F125 cows. Thus, we hypothesize that, independently of BCS, the impact on ‘Pyruvate metabolism’ due to changes in *ME1* expression could be related to the more pronounced postpartum NEB in cows overfed prepartum. This is supported, at least in part, by the lower activity of liver malic enzyme during starvation in ruminants [27].

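In B4F125 cows at 7 d FBP1, which catalyses a committed step of gluconeogenesis, had log2 FC 0.27, SE 0.27 (8 cows per group). None of 40 genes of glycolysis and gluconeogenesis was called (0 when adjusted over the list alone), with 23 above 0 and a median of 0.055 (adjusted p = 0.788 in the list test). A shorter list of 12 gluconeogenic enzymes and regulators had 7 above 0 and a median of 0.028, while its mean was −0.012 and its test pointed down (adjusted p = 0.963). PCK1, the cytosolic PEP carboxykinase, had 0.32, SE 0.29, and PCK2, its mitochondrial form, −0.21, SE 0.26.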

However, when interpreting the expression profile of BCS4 cows, the fact that VFA production is tightly linked with DMI (greater intake, greater VFA production) and that both ‘Propanoate metabolism’ and ‘Butanoate metabolism’ early postpartum were upregulated in B4F125 cows seems to argue against our hypothesis of a more pronounced postpartum NEB in generally overfed cows prepartum. In fact, these data (pathways of VFA metabolism, Gluconeogenesis and Fatty acid biosynthesis) oppositely indicate a greater postpartum DMI, which would lead to a less pronounced NEB in underconditioned cows when overfed rather than feed restricted during the transition period. The increase in impact of the VFA pathways in BCS5 at 28 d cows, instead, agrees with a more prolonged NEB when overfeeding prepartum [4].

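At 28 d all 6 measured genes of ketone body synthesis were below 0 in B5F125 cows (median −0.27, adjusted p = 0.0307, kept under 21 of 29 other settings, and adjusted p = 0.994 with an estimated correlation). BDH2, a cytosolic hydroxybutyrate dehydrogenase, had log2 FC −0.73, SE 0.32 (8 cows per group). None was called on that day (0 when adjusted over the list alone), but BDH2 was lower over the whole transition period (log2 FC −0.64, SE 0.23, adjusted p = 1, a call kept under 20 of 30 other settings). In that comparison cholangiocyte markers were lower (median −0.20, adjusted p = 0.0189) and erythroid markers higher (median 0.41, adjusted p = 0.0307), both with adjusted p = 0.994 with an estimated correlation.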

#### Lipid metabolism

Despite the lower adiposity in leaner than optimally-conditioned cows (Fig. 1), ‘lipid metabolism’ was more impacted as a consequence of prepartum nutrition management in BCS4 than BCS5 cows. Furthermore, the changes in flux early postpartum indicated that feeding BCS4 cows at 125 % of requirements had an activation effect, but in BCS5 cows it had a slight inhibitory effect. Also, because plasma NEFA were overall higher in BCS5 cows compared with BCS4 (Table 2), the slight inhibition of lipid metabolism in BCS5 cows resulting from prepartum overfeeding could compromise the ability of the liver to handle mobilized fatty acids in early lactation. In contrast, despite the lower hepatic flux of NEFA, prepartum overfeeding seems to have ‘prepared’ the liver of under-conditioned cows by matching post-partum lipolysis with an up-regulation of lipid metabolism.

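FASN, the fatty acid synthase, was lower in B4F125 than in B4F75 at 28 d (log2 FC −1.00, SE 0.35, 8 cows per group), and DGKG, a diacylglycerol kinase measured on only 25 arrays, was higher in both BCS on that day (log2 FC 2.44, SE 0.61 in BCS4 and 1.23, SE 0.41 in BCS5). PLA2G3, a secreted phospholipase measured on 32 arrays, was lower in B5F125 (−3.16, SE 1.02). These were the only calls among 191 lipid genes in the 6 comparisons at a single day, 2 in each BCS and all at 28 d. With the days averaged, MBOAT2, a lysophospholipid acyltransferase, was higher in B4F125 (2.21, SE 0.73), and DGAT1, the last enzyme of triglyceride synthesis, was higher in B5F125 (0.70, SE 0.25). DGKG was on no array that held cows of both feeding levels of BCS4 at 28 d.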

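At 7 d 112 of 191 lipid genes were above 0 in B4F125 cows and 92 in B5F125 cows. ABCD3, a peroxisomal transporter of fatty acids, had log2 FC −0.56, SE 0.19 in BCS5 cows, below the 1.5-fold threshold, and CPT1A, the gate of mitochondrial fatty acid oxidation, −0.35, SE 0.19. Of 34 genes of mitochondrial and peroxisomal fatty acid oxidation, 25 were below 0 in B5F125 (median −0.10, adjusted p = 0.0751 in the list test). In B4F125 cows 19 were above 0 (median 0.037), although the mean was −0.012 and the test pointed down (adjusted p = 0.934). The interaction for this list had a median of −0.11 (adjusted p = 0.264), and none of its members was called.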

**Table 2:** Effect of prepartum body condition score (BCS) and feeding management on plasma concentration of NEFA and BHBA in dairy cows during the transition period

	B		F			*P-*value^1^						
mmol/L	4	5	75 %	125 %	SE	B	F	B*F	T	B*T	F*T	B*F*T
NEFA	0.50^**x**^	0.72^**y**^	0.59	0.62	0.04	0.0004	0.62	0.99	<0.0001	0.05	0.26	0.99
BHBA	0.46^**x**^	0.60^**y**^	0.57^**x**^	0.49^**y**^	0.03	0.004	0.05	0.83	<0.0001	0.10	0.01	0.57

^1^ *T* time (week relative to parturition), *B* BCS (1–10 scale), *F* level of feeding prepartum relative to requirement (%), B*F*T interaction of BCS, level of feeding prepartum relative to requirements (%), and time around parturition

x, y, z = significant difference among groups (*P* < 0.05)

Within the top impacted pathways (Figs. 2 and 3), none overlapped between the two BCS categories underscoring that prepartum nutrition management had a unique effect that was dependent on degree of adiposity. A complete discussion for each comparison of the pathways involved in the “Lipid Metabolism” category is available in Additional file 1.

#### Amino acid metabolism

Although cows mobilize less energy from muscle protein than from fat reserves, muscle protein mobilization occurs mainly in the first few weeks after calving [28, 29]. Muscle catabolism is of great importance during NEB, not only as a “provider” of amino acids for milk protein synthesis, but also of gluconeogenic precursors to the liver [30].

In both BCS groups, ‘amino acid (AA) metabolism’ was among the most-impacted categories (Fig. 1), as cows experienced an activation of the related pathways all through the transition period. However, when feeding management was considered, clear differences emerged between groups. 

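Genes of amino acid metabolism lay higher in B5F125 than in B5F75 before calving, 116 of 171 above 0 (median log2 FC 0.092), and 97 were below 0 at 7 d. GOT1, the cytosolic aspartate aminotransferase, had log2 FC 1.17, SE 0.47 before calving, and OAT, which turns ornithine into a precursor of glutamate and proline, had 0.68, SE 0.32 before calving and −0.84, SE 0.32 at 7 d (8 cows per group). In BCS4 cows 88 were above 0 at −7 d (median 0.011) and 87 at 7 d. The calls at 7 d were 1.17% of these genes in both BCS, against 1.01% and 1.06% of all genes. Neither GOT1 nor OAT passed the thresholds.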

In fact, prepartum and early postpartum, the fluxes indicated a greater activation of AA metabolism in BCS4 cows when fed 125 % of requirements, while in BCS5 cows it occurred when fed at 75 %. 

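At 28 d 92 of 171 genes of amino acid metabolism were below 0 in B4F125 cows (median −0.025), and 106 in B5F125 cows (median −0.047). PGD, an enzyme of the pentose phosphate pathway that supplies NADPH to glutathione recycling, was lower in B4F125 (log2 FC −0.74, SE 0.22, 8 cows per group), as was CSAD, while none was called in BCS5 cows. On that day macrophage markers were lower in B4F125 as well (median −0.21, adjusted p = 0.0212, and adjusted p = 0.994 with an estimated correlation).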

At 28 d postpartum, feeding at 125 % seemed to activate this pathway in both BCS groups.

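In B4F125 cows at 7 d GPT, the cytosolic alanine aminotransferase, had log2 FC 0.52, SE 0.24 and GPT2, its mitochondrial form, −0.77, SE 0.49, and neither passed the thresholds. Of 32 genes of alanine, aspartate and glutamate metabolism, 18 were below 0 in B4F125 at 7 d (median −0.055, adjusted p = 0.882 in the list test) and 18 above 0 at 28 d (median 0.064, adjusted p = 0.797), where the mean was −0.0049. In B5F125 cows at 7 d 17 were below 0 (median −0.054, adjusted p = 0.91). No member was called when adjusted over the list alone.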

Independently of BCS, the ‘Alanine, Aspartate, and Glutamate metabolism’ pathway was impacted after parturition. Because this pathway revolves around the citric acid cycle, as the three amino acids are all gluconeogenic, its link with muscle protein catabolism is logical. This is supported by published data on free amino acid concentrations in muscle (and similar trends in plasma), where Ala, Asp and Glu experience an average ~2-fold increase at 3 weeks postpartum compared with 1 week prepartum [31].

The ‘β-Alanine metabolism’ pathway is closely linked with ‘Alanine, Aspartate, and Glutamate metabolism’, because L-Asp can be converted to β-Alanine. 

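SMOX, which oxidises spermine, had log2 FC 0.56, SE 0.23 in B4F125 vs B4F75 at 7 d, and UPB1, the enzyme that releases β-alanine, 0.25, SE 0.28 (8 cows per group). SRM, the spermidine synthase, was higher in B5F125 at 7 d (1.06, SE 0.33, adjusted p = 0.817). Of 24 genes of β-alanine metabolism 16 were above 0 in B4F125 at 7 d (median 0.092, adjusted p = 0.494 in the list test) and 17 below 0 in B5F125 (median −0.12, adjusted p = 0.347). At 28 d 15 were below 0 in B5F125 (median −0.033, adjusted p = 0.713), where the mean was 0.018. The interaction at 7 d had a median of −0.23 (adjusted p = 0.139).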

The impact and flux of the two pathways, in fact, matched very closely (Figs. 2 and 3). β-Alanine could be used to synthesize carnosine. Among its biological activities, carnosine can scavenge reactive oxygen and nitrogen species [32]. In liver tissue it can also act as an antioxidant by increasing vitamin E and Zn-Superoxide dismutase activity [33]. Thus, a putative increase in hepatic concentration of carnosine in B5F125 cows at 28 d might be connected to a greater need of antioxidants due to a possible heightened state of oxidative stress. Unlike B5F125 cows, a possible increase of carnosine in B4F125 cows supports the hypothesis discussed in subsequent sections (B4F125 vs B4F75 -Amino acid metabolism) of a concerted activation of protective mechanisms to account for the responses in pathways related to glutathione, taurine and hypotaurine, and selenoamino acid metabolism.

#### Glycan biosynthesis and metabolism

Together with ‘Carbohydrate’ and ‘Amino acid metabolism’, this subcategory contains most of the top impacted metabolic pathways. Glycans are carbohydrates linked with lipid and protein moieties to form glycolipids and glycoproteins that can act as signaling molecules [34]. Despite previous work with dairy cows [7, 19, 35] demonstrating substantial changes in several glycan-related pathways in liver tissue during the transition period, not much attention has been placed on glycan metabolism. However, a review of the literature highlighted that there has been a marked increase in glycomic studies in humans [36], highlighting their importance. Further research will soon be required to understand the role of glycans in dairy cow liver during the transition period, as, in fact, glycan modifications of intracellular and extracellular proteins have critical functions in almost all biological pathways [37].

The most-impacted glycan pathways in our experiment included both biosynthesis [Glycosaminoglycan (GAG), Glycosylphosphatidylinositol (GPI)-anchor, O- and N-Glycan] and degradation (Glycosaminoglycan, other glycans) (Figs. 2 and 3). However, the degradation pathways were impacted in response to feeding management only in BCS5 cows. 

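In BCS4 cows at 7 d, 13 of 17 genes of glycosaminoglycan degradation were above 0 in B4F125 (median log2 FC 0.15, adjusted p = 0.342 in the list test), as were 10 of 14 genes of other glycan degradation (median 0.25, adjusted p = 0.132). NEU1, the lysosomal sialidase, had log2 FC 0.29, SE 0.14, HEXA, a lysosomal hexosaminidase of both lists, 0.40, SE 0.30, and NAGLU, which acts on heparan sulfate, 0.23, SE 0.14 (8 cows per group). None of these genes was called in BCS4 cows (0 when adjusted over each list alone). The interaction of BCS and feeding at 7 d had a median of −0.073 for the first list (adjusted p = 0.336) and −0.19 for the second (adjusted p = 0.198), so a difference between the BCS groups was not detected.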

Glycosaminoglycans are the most abundant heteropolysaccharides in the body [38]. Based on core disaccharide structures, GAG are classified into heparin sulfate, chondroitin sulfate, keratin sulfate, and hyaluronan [38]. Sulfated GAG are key players in both molecular and cellular events of the regulation of inflammation [39]. Most importantly, they display anti-inflammatory functions in humans [39]. The synthesis of all three sulfated classes was affected by feeding management in both BCS4 and BCS5 cows. However, feeding at 125 % of requirements activated the synthesis pathways in BCS4 cows, while it inhibited it in BCS5 cows. Furthermore, the overfeeding approach induced the degradation of GAG in BCS5 cows.

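CHPF, a chondroitin polymerase, had log2 FC 0.52, SE 0.23 in B4F125 vs B4F75 at 7 d, B3GALT6, which builds a linker of glycosaminoglycans to proteins, −0.62, SE 0.27, and HS6ST2, a heparan sulfotransferase, 0.98, SE 0.47 (8 cows per group). In B5F125 cows CSGALNACT2, which starts chondroitin chains, had 0.82, SE 0.45 and HS6ST2 −1.11, SE 0.71. No gene of glycosaminoglycan synthesis was called at 7 d in either BCS (0 when adjusted over each list alone). In BCS4 cows the median was 0.16 for 20 chondroitin sulfate genes (adjusted p = 0.84 in the list test), −0.092 for 25 heparan sulfate genes (adjusted p = 0.746) and −0.04 for 14 keratan sulfate genes (adjusted p = 0.843). In BCS5 cows the medians were 0.029, 0.092 and 0.14 (adjusted p = 0.955, 0.842 and 0.797), the first with a mean of −0.012 and a test that pointed down. The interaction medians were −0.18, 0.11 and 0.16, with adjusted p of 0.72, 0.511 and 0.563.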

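Before calving 14 of 17 genes of glycosaminoglycan degradation were above 0 in B5F125 (median log2 FC 0.26, adjusted p = 0.0212, and adjusted p = 0.994 with an estimated correlation). The lysosomal hyaluronidase HYAL1 had log2 FC 0.37, SE 0.17 and the arylsulfatase ARSB 0.47, SE 0.24 (8 cows per group), and none of the list was called. At 7 d 8 were above 0 (median −0.037, mean 0.0082, adjusted p = 0.88), and at 28 d 13 (median 0.16, adjusted p = 0.151). The list was picked by the study on these samples, and the cholangiocyte markers were lower in the same prepartum comparison.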

When you consider the three classes of sulfated glycosaminoglycans, data indicated that increasing dietary allowance prepartum in BCS4 cows induced GAG synthesis throughout the transition period. Because the transition period is characterized by a systemic level of inflammation [40], from sub-acute to acute, an increased synthesis of anti-inflammatory compounds could be beneficial and help reduce any detrimental effect while maintaining its physiological homeorhetic properties. In contrast, overfeeding seemed to reduce sulfated GAG synthesis in optimally-conditioned cows (BCS 5), supporting the idea that a restricted feeding prepartum might be a better option for fatter cows.

#### Ingenuity pathway analysis

Using the same DIA thresholds and cutoffs comparing overfeeding with feed restriction within BCS groups, the IPA analysis identified 16 and 44 transcription regulators in BCS5 and BCS4. After considering only those with FC ≥ |1.5|, there was 1 identified transcription regulator for B5F125 compared with B5F75, and 5 for B4F125 compared with B4F75, with 2 and 32 downstream DEG affected. Prepartum overfeeding led to the downregulation of the 6 transcription factors, 5 and 1 for BCS4 and BCS5 respectively, which are somewhat connected with cell cycle and proliferation and tissue development. 

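Among the regulators named in Table 3, SIM1, a developmental transcription factor, had log2 FC −0.54, SE 0.36 in B4F125 vs B4F75 over the whole transition period (39 arrays), ERG, a factor of endothelium, −0.15, SE 0.17, and SOX2, a factor of stem cells, −0.051, SE 0.14. MYOD1, the muscle determination factor, had −0.0088, SE 0.15, LHX1 0.097, SE 0.40 and, in BCS5 cows, the homeobox factor CUX1 0.12, SE 0.18, and none of the 6 was called. The probes of SOX2, MYOD1 and CUX1 had opposite signs. Genes of the cell cycle were lower in B4F125 at 7 d, 46 of 49 below 0 with a median of −0.77, or −0.462 over the 27 measured on all arrays (adjusted p = 2.87e-14, and adjusted p = 0.994 with an estimated correlation). BUB1B and BUB1, kinases of the spindle checkpoint, had −1.33, SE 0.39 and −1.77, SE 0.60, CKAP2, a spindle protein, −1.88, SE 0.65, RRM2, which makes DNA building blocks, −2.27, SE 0.79, and E2F1, which starts DNA replication, −0.94, SE 0.33, all 5 called (0 when adjusted over the list alone). The calls of BUB1, CKAP2 and RRM2 were kept under 19 of 29, 20 of 29 and 18 of 30 other settings. Over the whole period 43 of 49 were below 0 (median −0.30, adjusted p = 1.16e-05, and adjusted p = 0.994 with an estimated correlation), while at −7 d 30 were above 0 (median 0.086, adjusted p = 0.664). In B5F125 cows at 7 d the median was 0.11 (adjusted p = 0.955), and the interaction at 7 d had a median of 0.63 (adjusted p = 4.92e-08, and adjusted p = 0.819 with an estimated correlation). Macrophage and endothelial markers were lower over the whole period in B4F125 too (median −0.14 and −0.10, adjusted p = 0.0489 and 0.05, and adjusted p = 0.994 with an estimated correlation for each), kept under only 14 and 13 of 29 other settings.

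**Figure D3:**
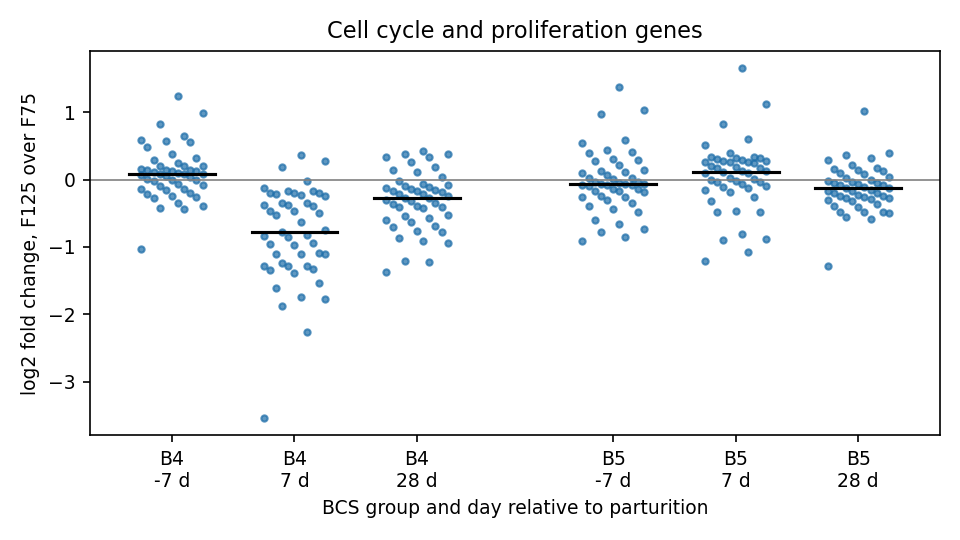
Log2 FC of 49 cell cycle genes (points) and their median (short lines) for feeding at 125 % vs 75 % in the 6 comparisons at a single day, with a line at 0. At 7 d in BCS4 cows 46 points lie below 0, and the median is −0.77.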

In BCS5 cows, the small network around *CUX1* is ambiguous as the two affected downstream genes (*ECT2* and *WNT6*) are both involved in cell proliferation and liver regeneration, but have opposite effects on the regulation of these processes. Thus, it was concluded that feeding level did not affect hepatocyte transcriptome regulators in optimally-conditioned cows. However, in BCS4 cows, probably due to the greater number of DEG, the network around the transcription regulators *ERG*, *LHX1*, *MYOD1*, *SIM1*, and *SOX2* is more consistent in its direction; hence, more defined regulatory patterns could be discerned. 

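ECT2, which drives the final step of cell division, had log2 FC −0.40, SE 0.38 in B5F125 vs B5F75 over the whole transition period (44 arrays), and WNT6, a secreted growth signal, 0.28, SE 0.30 (45 arrays). The means ran in the direction of Table 3, that of ECT2 from probes with opposite signs (−1.023 and 0.7482 for the 2 measured on at least 24 arrays), and neither passed the thresholds (adjusted p = 1 and 1). Other genes did differ over this period: LOC names aside, TMEM177, a mitochondrial membrane protein, was higher in B5F125 (0.70, SE 0.16, higher on 6 of 6 direct arrays), and HMCN1, an extracellular matrix protein measured on 37 arrays, was lower (−1.59, SE 0.46).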

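Of the BCS4 targets of Table 3 that were measured, 25 of 27 had the paper's sign, each counted once, and 2 of 27 were called, both lower in B4F125. By regulator, with CXCR4 counted under both SOX2 and ERG, the paper's sign was found for 6 of 6 for SIM1, 7 of 8 for SOX2, 6 of 6 for MYOD1, 5 of 6 for ERG and 2 of 2 for LHX1. EZH2, a repressor that methylates histones, had log2 FC −0.43, SE 0.20, ITGA6, a laminin receptor, −0.50, SE 0.16, and CST6, a protease inhibitor, −0.50, SE 0.27 (from the 12 cow pairs compared within a day), and CBFB, a partner of RUNX factors, 0.13, SE 0.19, from probes with opposite signs. ITGA6 met the p threshold but not the 1.5-fold one, and met both without 1 cow pair (−0.68). Its 3 probes on their own had −0.7837, −0.304 and −0.415, and the first met both. The targets came from the same arrays, so their signs are not independent evidence. THEG, SOSTDC1 and TMIGD1 were measured on 21, 20 and 15 arrays and were not tested, and neither was SP1.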

More detailed information about the upstream analysis is reported in Table 3, while the graphic networks are in Fig. 4 (B4F125vsB4F75) and Fig. 5 (B5F125vsB5F75). The networks's legend can be found in Additional file 11: Figure S1.

**Table 3:** Upstream differentially expressed transcription regulators and their target genes with fold change (FC) ≥ |3|

Transcription regulator	FC	Target genes and responses within the specific comparison
B4F125 vs B4F75		
*SIM1*	−1.980	*↑AOX1, ↑CBFB, ↓CD86, ↓GPX3, ↓PKIB, ↑STRN, ↓THEG*
*SOX2*	−1.766	*↑ALB, ↓ANGPT1, ↑APCDD1, ↑BCL9L, ↓CST6, ↓CXCR4, ↓FABP7, ↓MEIS1*
*MYOD1*	−1.641	*↓ACHE, ↓ATP7A, ↓CHRNG, ↓DAG1, ↓RBM38, ↓RYR1, ↑SP1*
*ERG*	−1.552	*↓CXCR4, ↓EZH2, ↑FMNL2, ↓HDAC6, ↓ITGA6, ↑ PTPN4*
*LHX1*	−1.505	*↓SIM1, ↑SOSTDC1, ↓TMIGD1, ↑ZKSCAN1*
B5F125 vs B5F75		
*CUX1*	−2.035	*↓ECT2, ↑WNT6*

**Fig. 4:**
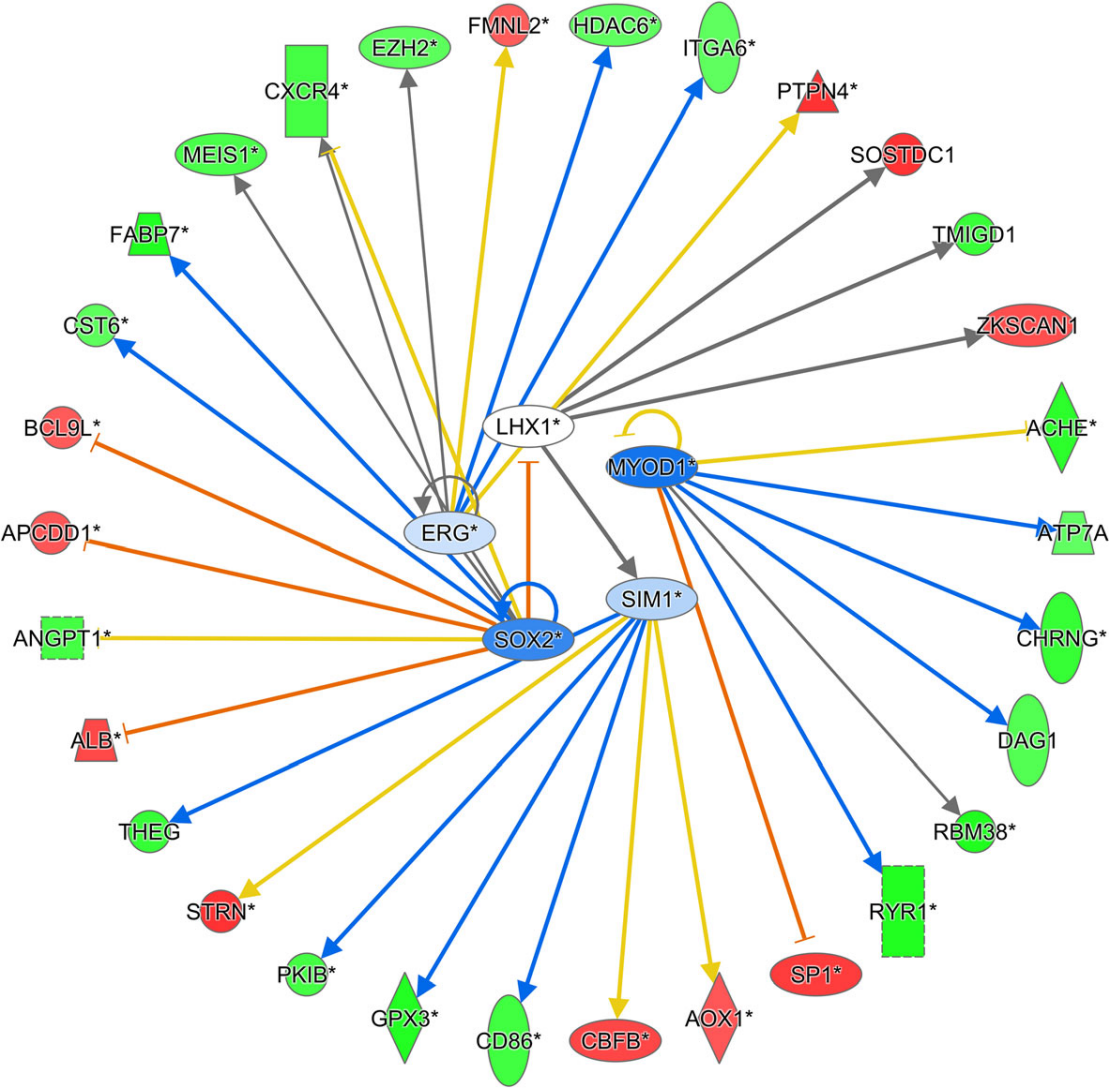
Ingenuity Pathway Analysis (IPA) upstream network analysis of differentially expressed genes in liver of B4F125 cows compared with B4F75. Upstream regulators are located at the center of the network, and the downstream target genes are located at the periphery. The *arrow* represents the direction of the target molecule. The *red* color represents upregulation of genes in B4F125, and *green* color represents upregulation of genes in B4F75. The detailed IPA legend can be found in Additional file 11: Figure S1

**Fig. 5:**
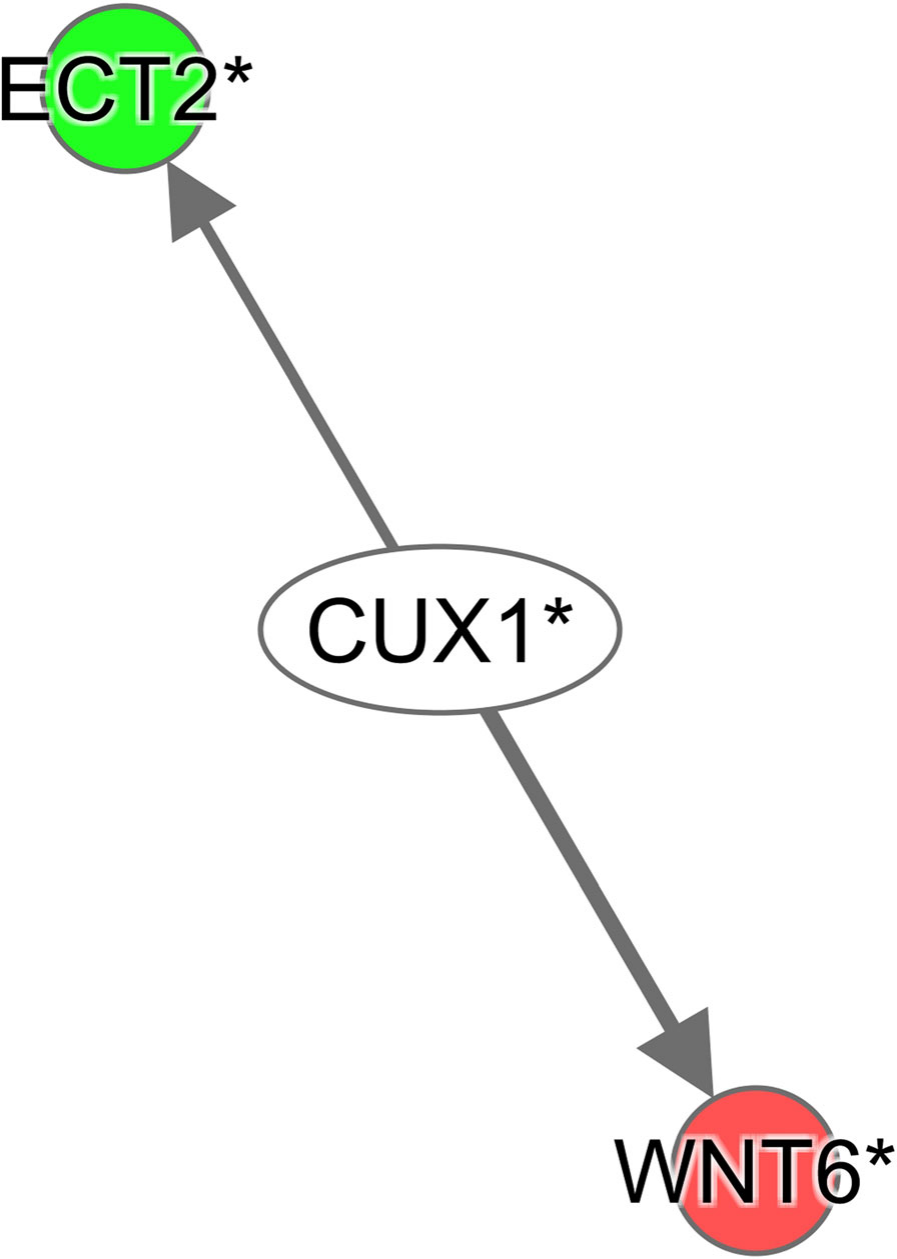
Ingenuity Pathway Analysis (IPA) upstream network analysis of differentially expressed genes in liver of B5F125 cows compared with B5F75. Upstream regulators are located at the center of the network, and the downstream target genes are located at the periphery. The *arrow* represents the direction of the target molecule. The *red* color represents upregulation of genes in B5F125, and *green* color represents upregulation of genes in B5F75. The detailed IPA legend can be found in Additional file 11: Figure S1

### B4F125 vs B4F75

#### Carbohydrate metabolism

‘Galactose metabolism’ was affected postpartum by feeding management, with an increase in impact from 7 to 28 d postpartum. Flux was positive (activation) at 7 d and negative (inhibition) at 28 d, underscoring an interaction between prepartum feeding and time postpartum. 

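Genes of galactose metabolism had a median log2 FC of 0.043 in B4F125 vs B4F75 at 7 d, with 12 of 22 above 0 (adjusted p = 0.808 in the list test), and of 0.038 at 28 d, with 13 above 0 (adjusted p = 0.969), where the mean was −0.013 and the test pointed down. GLB1, the lysosomal galactosidase, had log2 FC −0.37, SE 0.13 at 28 d, below the 1.5-fold threshold (8 cows per group). None was called on either day (0 when adjusted over the list alone), and the change between the days was not tested.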

At 28 d *LALBA* (Lactalbumin, Alpha-) was responsible for the negative flux. 

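LALBA had log2 FC 0.33, SE 0.51 in B4F125 vs B4F75 at 28 d and was measured on 41 of 48 arrays (adjusted p = 0.999). Its 3 probes disagree (−1.419, 1.135 and 0.3189), so the direction is unsettled. Of 9 measured milk protein and mammary genes 6 were below 0 (median −0.25, adjusted p = 0.517 in the list test), with the caseins CSN1S1 at −0.45, SE 0.38 and CSN2 at −0.23, SE 0.25. None was called.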

Because LALBA is essential for the synthesis of lactose, the fact that lactose production takes place only in mammary cells complicates the interpretation of ‘Galactose metabolism’ and its impact on liver. However, early postpartum (7 d), *PFKL* (Phosphofructokinase) was responsible for the pathway activation. 

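PFKL had log2 FC 0.20, SE 0.25 at 7 d in B4F125 vs B4F75, as the mean of 3 probes (adjusted p = 0.983). It was higher in B4F125 on 1 of 2 arrays that held cows of both feeding levels.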

Among ‘Galactose metabolism’ related genes, *PFKL* leads to the formation of tagatose-6P, which, in rat hepatocytes has been proven to protect against pro-oxidant-induced cell injury [41]. This, again, supports the hypothesis, discussed in subsequent sections (B4F125 vs B4F75 - Amino acid metabolism), that there is an activation of protective mechanisms against oxidative damage in B4F125 cows (Fig. 6).

**Fig. 6:**
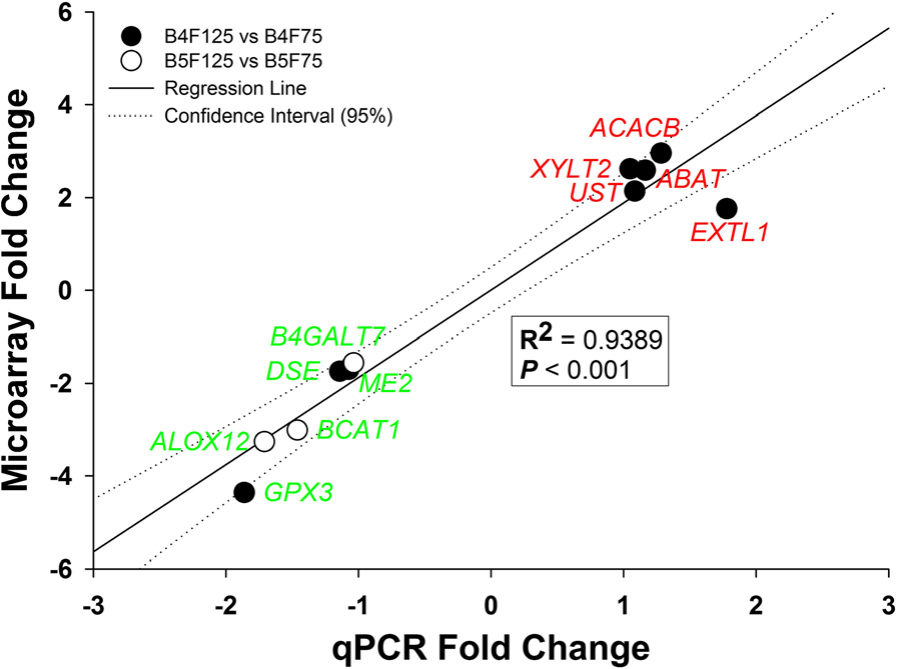
Correlation between qPCR and microarray expression fold change results. Upregulated genes are highlighted in *red*, while downregulated genes are in *green*. *Black circles* represent genes validated for the comparison B4F125vsB4F75, while *white circles* represent genes validated for the comparisons B5F125vsB5F75

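At 7 d the 8 genes tested in BCS4 cows had these values in B4F125 vs B4F75: UST, a sulfotransferase of chondroitin, log2 FC 0.55, SE 0.27, ABAT, which degrades GABA, 0.46, SE 0.22, XYLT2, which starts glycosaminoglycan chains, 0.42, SE 0.21, EXTL1, a heparan sulfate transferase, 0.29, SE 0.24, and ACACB, the acetyl-CoA carboxylase of mitochondria, 0.11, SE 0.27. GPX3, the plasma glutathione peroxidase, had −1.50, SE 0.68, DSE, an epimerase of dermatan sulfate, −0.53, SE 0.21, and ME2, the mitochondrial NAD-dependent malic enzyme, −0.37, SE 0.19. In B5F125 vs B5F75, BCAT1 had 0.53, SE 0.47, ALOX12 −0.50, SE 0.69 (29 arrays) and B4GALT7, a galactosyltransferase of the glycosaminoglycan linker, 0.00054 (SE 0.29). None of the 11 was called, and DSE and ABAT were called only without single cow pairs. The probes measured on at least 24 arrays had opposite signs for ACACB (−0.5963 to 1.771), EXTL1 (−0.3573 to 0.6605), BCAT1 (−0.129 to 1.76) and B4GALT7 (−0.279 to 0.2801). These values are array measurements, and the qPCR data of the figure were not analysed here.

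**Figure D4:**
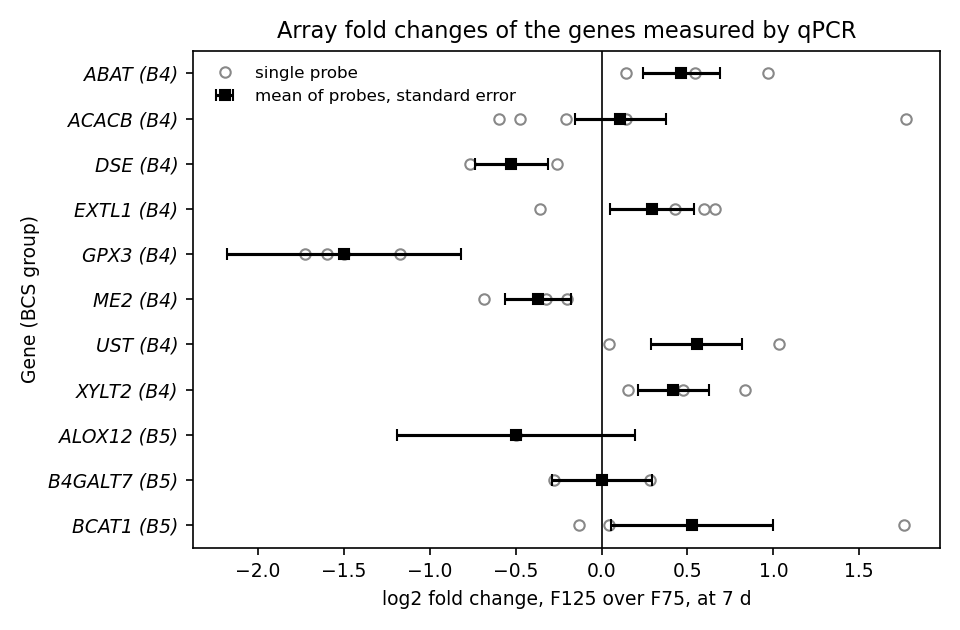
Log2 FC of the 11 genes at 7 d for feeding at 125 % vs 75 %, with the mean of each gene's probes (large points), its SE (bars) and single probes (small points). The means run from −1.50 for GPX3 to 0.55 for UST.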

#### Amino acid metabolism

Unique to the BCS4 group was the activation one week after parturition of three amino acid-related pathways involved in antioxidant status (Fig. 2). ‘Glutathione metabolism’ and ‘Selenoamino acid metabolism’ were both induced in BCS4 cows fed 75 %, while ‘Taurine and Hypotaurine metabolism’ was induced when cows were fed 125 % of requirements. 

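GGCT, which recycles glutamate from glutathione, was lower in B4F125 than in B4F75 at 7 d (log2 FC −1.04, SE 0.34, 8 cows per group), and with RRM2 it was 1 of 2 called genes among 43 of glutathione metabolism (0 when adjusted over the list alone). That list had 22 genes below 0 (median −0.018, adjusted p = 0.29 in the list test). Of 20 genes of selenoamino acid metabolism 12 were above 0 (median 0.05, adjusted p = 0.597), with AHCY, which splits S-adenosylhomocysteine, at 0.49, SE 0.17. Of 9 genes of taurine and hypotaurine metabolism 7 were below 0 (median −0.11, adjusted p = 0.506), with CDO1, the cysteine dioxygenase, at −0.30, SE 0.21. The interactions at 7 d had medians of 0.19, −0.013 and 0.14 (adjusted p = 0.189, 0.689 and 0.477). The GGCT call was kept under 22 of 30 other settings.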

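GPX3 was lower in B4F125 by a mean log2 FC of −1.41, SE 0.48 over the whole transition period and was called there (adjusted p = 1), being lower on 5 of 6 arrays that held cows of both feeding levels. At 7 d alone it did not pass the thresholds (adjusted p = 0.89), and its interaction with BCS on that day was 1.84 (SE 0.96, adjusted p = 0.928). MARS, the methionyl-tRNA synthetase, had log2 FC −0.34, SE 0.26 at 7 d (adjusted p = 0.968), as the mean of 3 probes that disagree (−0.06367, −2.119 and 0.03382).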

Among the DEG with a FC ≥ |3| (Additional file 5: Table S2), *GPX3* (Glutathione Peroxidase 3) and *MARS* (methionyl-tRNA synthetase) were the main drivers for the impact and flux of the first two pathways. Although *MARS* in the ‘Selenoamino acid metabolism’ catalyzes the incorporation of Se into proteins as seleno-Met (SeMet), this form of Met functions mainly for storage of selenium, which, once released during turnover, can be incorporated by the same pathway into seleno-Cys, a fundamental component of GPX3. Because glutathione peroxidase protects the organism from oxidative damage, we hypothesize that the induction of *GPX3* and the glutathione and selenoamino acid pathways in B4F75 cows reflects greater oxidative stress conditions postpartum when cows were feed restricted pre-calving, i.e. this management approach is likely not suitable for underconditioned cows. Even if mainly a storage form of Se, SeMet has been demonstrated to protect bovine mammary epithelial cells from H_2_O_2_-induced apoptosis and increase proliferation and cell viability under conditions of oxidative stress [42]. A similar mechanism could be present in hepatocytes.

In contrast to feeding 75 % of requirements, feeding 125 % may have strengthened hepatic antioxidant capacity by increasing the taurine and hypotaurine pool. 

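CSAD, the decarboxylase that makes hypotaurine, had the smallest p of the genes lower in B4F125 at 28 d (log2 FC −1.77, SE 0.38, adjusted p = 0.429), and was lower on 2 of 2 direct arrays. At 7 d it had −0.079, SE 0.38. GAD2, a glutamate decarboxylase, had −0.27, SE 0.65 in B4F125 vs B4F75 at 7 d and was measured on only 34 arrays (adjusted p = 0.99). Its 2 probes disagree (−0.2891 and 2.126, each on 24 arrays), so the direction is unsettled.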

In fact *GAD2* (glutamate decarboxylase 2; Additional file 5: Table S2) was upregulated in B4F125 cows, leading to the possible formation of the two antioxidants. By modulating gene expression, taurine has a beneficial effect on liver health, as it alleviates hepatic TAG accumulation (at least in non-ruminants). It acts by enhancing the expression of *MTTP* (microsomal triglyceride transfer protein), which improves hepatic lipid efflux. It also can enhance *PPARA* (peroxisome proliferator-activated receptor α) expression, and, in turn, increase hepatic mitochondrial and peroxisomal lipid [43]. In our dataset of affected genes, only *MTTP* was significantly up-regulated (FC = 1.3, *P* < 0.01, data not shown) by overfeeding lean cows.

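MTTP, which loads lipid onto apolipoprotein B, had log2 FC 0.15, SE 0.16 in B4F125 vs B4F75 at 7 d and was higher on 2 of 2 direct arrays (adjusted p = 0.978). PPARA, the fatty acid sensing nuclear receptor of liver, had −0.12, SE 0.27. Both were measured on all 48 arrays, and neither was called.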

The main difference between feeding management strategies was that in B4F75, the impact was due to an enzyme (*GPX3*) directly involved in the antioxidant system and production of SeMet, while in B4F125 the antioxidant pool was increased. Thus, we consider the first scenario a response to stress and the second scenario a “build up” of a defense mechanism. In conclusion, we believe that, overfeeding underconditioned cows prepartum could improve liver health postpartum at least in part by enhancing hepatic handling of tissue-mobilized fatty acids, and also by building a greater antioxidant defense against oxidative stress in the postpartum.

#### Glycan biosynthesis and metabolism

Both “O-glycans” and “GPI-anchor biosynthesis” were activated early postpartum by the prepartum increased feed allowance. 

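GALNTL1, a transferase that starts O-glycans, was higher in B4F125 at 7 d (log2 FC 0.61, SE 0.21, 8 cows per group). Its 3 probes disagree, and the sign turned with only its probe measured on most arrays. GALNT4 and GCNT4, enzymes of the same pathway, had −0.73, SE 0.28 and −1.56, SE 0.59 and did not pass the thresholds. Of 24 O-glycan genes 15 were below 0 (median −0.11, adjusted p = 0.694 in the list test). Of 20 genes of GPI-anchor synthesis 12 were above 0 (median 0.036, adjusted p = 0.713), with GPAA1, a subunit of the enzyme that attaches the anchor, at 0.42, SE 0.22. Adjusted over each list alone, 0 genes were called.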

O-glycans play a role in mammalian Notch signaling [44], which is important for the regulation of the complex interactions between liver cell types involved in tissue repair [45]. Because hepatocytes experience an increased work load after calving due to a shift in metabolism [15], an increase in differentiation and repair through the Notch pathway stimulated by O-glycans might be a mechanism to support high hepatocyte turnover. The fact that a persistent activation of Notch signaling is associated with liver malignancies in mouse models [45] might explain why at 28 d postpartum the impact of the pathway was reduced and the flux became slightly negative, especially in B4F125 cows.

GPI is a glycolipid that can be attached to the C-terminus of a protein during posttranslational modification, forming the so called GPI-anchored proteins [46]. In the context of the transition period, a GPI anchor is used by hepatocytes to bring the high-density lipoprotein (HDL) binding protein into contact with the blood stream [47]. HDLs contain little TAG but a large amount of cholesterol; thus, an increase in their uptake could, hypothetically, result in a greater tissue cholesterol concentration. Cholesterol is also a component of very low density lipoproteins (VLDL) and its concentration can regulate liver apolipoprotein B synthesis (ApoB), another indispensable component of VLDL, during hepatic lipid export [48]. Although *APOB* was upregulated 1.2-fold it did not reach statistical significance (*P* = 0.10), but it should be kept in mind that synthesis of APOB is primarily regulated at the post-translational level [49]. 

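APOB had log2 FC −0.039, SE 0.18 in B4F125 vs B4F75 at 7 d, as the mean of 3 probes measured on all 48 arrays (adjusted p = 0.998). Of 24 genes of lipoprotein and VLDL assembly 16 were above 0 (median 0.14, adjusted p = 0.342 in the list test), with APOA5, a regulator of plasma triglyceride, at 0.40, SE 0.31 and APOA4 at 0.67, SE 0.57. None was called on that day (0 when adjusted over the list alone), and ABCG8, a sterol exporter, was lower at 28 d (−1.35, SE 0.48).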

Immediately post-partum cows increase adipose tissue lipolysis [15] therefore, an increase of VLDL synthesis could help the liver of B4F125 cows repackage mobilized fat, thereby avoiding the detrimental effect of hepatic TAG accumulation.

#### Metabolism of cofactors and vitamins

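In BCS4 cows at 7 d, 26 of 32 genes of retinol metabolism were above 0 in B4F125 (median log2 FC 0.13, adjusted p = 0.232 in the list test). PNPLA4, a retinyl ester hydrolase, had log2 FC 0.79, SE 0.40, RDH5, a retinol dehydrogenase, 0.41, SE 0.21, and DHRS9, another, −1.35, SE 0.59 (8 cows per group). At 28 d 18 were above 0 (median 0.038, adjusted p = 0.582). No member was called on either day (0 when adjusted over the list alone). DHRS9 was the 1 member called for the interaction at 7 d (difference 1.91, SE 0.68).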

The postpartum impact of ‘Retinol metabolism’ detected in B4F125 cows reinforces the idea (as previously hypothesized) that modest overfeeding in underconditioned cows in the dry period leads to better DMI and, possibly, a lower degree of NEB in early lactation because there were no differences in milk production detected [4]. The same hypothesis of a better energy status postpartum in B4F125 than B4F75 cows emerges when examining the pattern of ‘Nicotinate and nicotinamide metabolism’. Flux through ‘Nicotinate and nicotinamide metabolism’ leads to the synthesis of some of the most-important mediators of energy metabolism reactions, the nicotinamide adenine dinucleotides (NADs) family, which includes NAD^+^, NADH, and the phosphorylated versions NADP^+^ and NADPH. 

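NMNAT1, a nuclear enzyme of NAD synthesis, had log2 FC −0.30, SE 0.16 in B4F125 vs B4F75 at 7 d, NADK, the NAD kinase, 0.26, SE 0.21, and NNT, which couples NADH to NADPH in mitochondria, 0.17, SE 0.18 at 28 d (8 cows per group). Of 20 genes of nicotinate and nicotinamide metabolism 10 were above 0 at 7 d (median 0.031, adjusted p = 0.9 in the list test) and 8 at 28 d (median −0.035, adjusted p = 0.84). None was called on either day (0 when adjusted over the list alone).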

The sustained upregulation of ‘Nicotinate and nicotinamide metabolism’ postpartum indicates a beneficial effect of prepartum overfeeding in underconditioned cows, i.e. a greater amount of these mediators would indicate that they are better able to cope with the energetic metabolic demand of early lactation. Among them, NAD^+^ might play the most-important role, as it is necessary to maintain the hepatic fatty acid oxidative capacity [50] and also because the lipogenic capacity of ruminant liver is quite low [26]. The involvement of NADPH in the cellular antioxidant system [51] might also indicate a better oxidative status of B4F125 compared with B4F75 cows.

Alterations in ‘Folate biosynthesis’, ‘One carbon pool by folate’, and ‘Vitamin B6 metabolism’ also revealed a possible positive effect of prepartum overfeeding in underconditioned cows. It is important to note that these three pathways are connected with the Met cycle. 

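In B4F125 vs B4F75 at 7 d 10 of 18 one-carbon folate genes were below 0 (median log2 FC −0.034, mean 0.066, test upward with adjusted p = 0.871). TYMS, the thymidylate synthase, had −0.77, SE 0.35, and SHMT1, a serine hydroxymethyltransferase, 0.28, SE 0.22 (8 cows per group), and neither was called. Of 10 genes of folate biosynthesis 7 were below 0 (median −0.08, adjusted p = 0.84), with SPR, the sepiapterin reductase, at 0.25, SE 0.13. The 6 genes of vitamin B6 metabolism had a median of −0.071 and a mean of 0.0032 (adjusted p = 0.942), with PDXK, the pyridoxal kinase, at 0.27, SE 0.17.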

Folate, through 5-methyl tetrahydrofolate and vitamin B6, can, in fact, donate the methyl group required by Met synthase to synthesize Met from homocysteine [52]. Furthermore, vitamin B6 is a cofactor of cystathionine β-synthase and cystathionine γ-lyase that lead to the formation of cystathionine [53], a precursor for the antioxidants glutathione, taurine, and hypotaurine. The changes detected in these three pathways seem to indicate a greater flux through the Met cycle, with a potential increase in the availability of Met and antioxidants. This hypothetical effect, through the Met cycle, also could explain the increase in activation of ‘Taurine and Hypotaurine metabolism’ in early lactation in B4F125 cows.

It is well known that Met, together with Lys, is one of the most-limiting AA in a wide range of dairy diets [54]. Methionine is typically first-limiting and its supplementation alone is able to improve not only overall lactation performance, but also improves antioxidant status and overall immune function and inflammation status in transition dairy cows [55–57]. Hence, some of the observed beneficial effects of overfeeding underconditioned cows prepartum could be related to an improved Met and antioxidant balance in early lactation.

#### Ingenuity pathway analysis

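ANGPT1, a growth factor that stabilises blood vessels, was lower in B4F125 than in B4F75 over the whole transition period (log2 FC −0.70, SE 0.24, from the 12 cow pairs compared within a day). It was lower on 5 of 6 direct arrays, a call kept under 25 of 30 other settings. MEIS1, a homeobox factor, had −0.51, SE 0.19 and was lower on 6 of 6 direct arrays, and it was called only without 1 cow pair (−0.60), the 2 of its 4 probes measured on at least 24 arrays having −1.219 and 0.09551. DAG1, a laminin receptor measured on 26 arrays, had −0.77, SE 0.67, RBM38, an RNA-binding target of p53, −0.58, SE 0.48 (38 arrays), HDAC6, a deacetylase of tubulin, −0.19, SE 0.14, and RYR1, the calcium channel of muscle, −0.11, SE 0.23. These 5 were not called, MEIS1 having adjusted p = 1 and RYR1 adjusted p = 1.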

Judging by the upregulation in B4F75 cows of *ANGPT1*, *DAG1*, *HDAC6*, *MEIS1*, *RBH38*, and *RYR1* (Fig. 4), the prepartum feed restriction could have resulted in some type of liver damage, including apoptosis. This idea agrees with the induction of the ‘Apoptosis’ pathway in B4F75 cows revealed by the DIA output (Additional file 4: Table S1). 

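Of 44 apoptosis genes 24 were below 0 in B4F125 at −7 d (median log2 FC −0.017, mean 0.0042, adjusted p = 0.997 in the list test), 21 at 7 d (median 0.0065, adjusted p = 0.806) and 27 at 28 d (median −0.045, adjusted p = 0.774). XIAP, an inhibitor of caspases, had log2 FC −0.55, SE 0.26 at −7 d and FAS, a death receptor, 0.95, SE 0.48 at 7 d (8 cows per group). None was called on any day (0 when adjusted over the list alone).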

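CXCR4, a chemokine receptor of leukocytes, had log2 FC −0.71, SE 0.32 in B4F125 vs B4F75 over the whole transition period. It was called with its probe on 47 arrays alone (−0.97) or with array quality weights (−0.82). ACHE, the acetylcholinesterase, had −0.41, SE 0.19, ATP7A, a copper transporter measured on 42 arrays, −0.61, SE 0.35, CD86, a co-stimulatory protein of antigen-presenting cells, −0.14, SE 0.17, and CHRNG, an acetylcholine receptor subunit, −0.0053 (SE 0.21), and none of these was called. AOX1, an aldehyde oxidase, had 0.26, SE 0.20, and APCDD1, a Wnt inhibitor, 0.073, SE 0.14. The probes of CD86, CHRNG and APCDD1 had opposite signs. LYZ, the lysozyme of macrophages, was lower in B4F125 (−0.62, SE 0.22, on 6 of 6 direct arrays), a call kept under 19 of 30 other settings. The interaction of BCS and feeding over the whole period had a median of 0.32 for the 19 macrophage markers (adjusted p = 0.00203, and adjusted p = 0.977 with an estimated correlation), so they lay relatively higher with overfeeding in BCS5 cows. The list of oxidative stress response, with SRXN1 among its members, had 17 of 23 below 0 in B4F125 at 28 d (median −0.13, adjusted p = 0.14).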

In parallel, the liver of these cows seemed to experience an inflammatory state at least in part due to lower *ALB*, greater *CXCR4* and *CD86*, all coupled with the induction of the cholinergic anti-inflammatory pathway (*ACHE*, *CHRNG*) and together with upregulation of genes associated with oxidative stress (*ATP7A*, *GPX3*, *TMIGD1*). In contrast, as judged by the upregulation of genes involved in growth, proliferation, and differentiation (*BCL9L*, *FMNL2*, *PTPN4*, *SP1*, *ZKSCAN1*) in B4F125 cows, the overfeeding of underconditioned cows prepartum appeared to result in a healthier liver.

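FMNL2, a formin of the cell skeleton, had log2 FC 0.18, SE 0.15 in B4F125 vs B4F75 over the whole transition period, BCL9L, a co-activator of Wnt signalling, 0.17, SE 0.18, and ZKSCAN1, a zinc finger protein, 0.34, SE 0.32 (in the main from the 12 cow pairs compared within a day). PTPN4, a tyrosine phosphatase measured on 39 arrays, had −0.75, SE 0.43 as the mean of 2 probes with different blanks (−0.5008 and 0.1196 on their own), and STRN, a scaffold protein, 0.035, SE 0.28. None was called, PTPN4 having adjusted p = 1, and SP1 was not tested. The probes of FMNL2, BCL9L, PTPN4 and STRN had opposite signs.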

To some extent the compromised state of the liver in B4F75 cows is further evidenced from results of the IPA network analysis. The downregulation of *ALB* and *FABP7* suggests a lower ability to handle the mobilized fatty acids during the transition to lactation, perhaps enhancing the susceptibility of the liver to accumulate lipid at times of high NEFA concentration in the circulation (e.g. early postpartum). 

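ALB, the main plasma protein made by liver, had log2 FC 0.16, SE 0.22 in B4F125 vs B4F75 over the whole transition period as the mean of 4 probes (adjusted p = 1), and FABP7, a fatty acid-binding protein best known from brain, 0.053, SE 0.21. ALB was higher in B4F125 on 2 of 6 direct arrays and FABP7 on 3 of 6, and neither was called.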

The upregulation of *PKIB* (CAMP-Dependent Protein Kinase Inhibitor Beta), a potential inhibitor of protein kinase A (PKA) [58], is also noteworthy, because PKA is a direct activator of the gluconeogenic pathway in non-ruminant liver [59, 60]. Thus, the greater expression of *PKIB* in B4F75 cows could have impaired hepatic gluconeogenesis. In contrast, the lower expression of *PKIB* in B4F125 cows would have helped increase the intracellular glucose pool.

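PKIB had log2 FC −0.52, SE 0.26 in B4F125 vs B4F75 over the whole transition period (adjusted p = 1), with higher expression in B4F125 on 2 of 6 direct arrays. It did not pass the thresholds.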

### B5F125 vs B5F75

#### Carbohydrate metabolism

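Before calving 23 of 28 genes of the citrate cycle were above 0 in B5F125 (median log2 FC 0.19, adjusted p = 0.0169, and adjusted p = 0.994 with an estimated correlation), led by FH, the fumarase (log2 FC 0.70, SE 0.28), and SDHA, a subunit of succinate dehydrogenase (0.59, SE 0.24), neither of which was called. The 40 genes of glycolysis and gluconeogenesis ran the same way, 31 above 0 (median 0.19, adjusted p = 0.0307, and adjusted p = 0.994 with an estimated correlation), and FBP2, a fructose bisphosphatase known from muscle, was called (2.04, SE 0.71, a call kept under 21 of 30 other settings). In this prepartum comparison the hepatocyte markers also lay mostly above 0 and the cholangiocyte markers below 0. At 7 d the citrate cycle had a median of −0.014 (adjusted p = 0.694). Of 42 genes of inositol phosphate metabolism 26 were above 0 at 7 d (median 0.092, adjusted p = 0.797), with PLCG1, a phospholipase C, at 0.83, SE 0.33. No citrate cycle or inositol phosphate gene was called on either day (0 when adjusted over each list alone).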

Overfeeding cows in the prepartum period had an effect on ‘TCA cycle’ and ‘Inositol phosphate metabolism’. It is plausible that the activation of the TCA cycle prepartum was a result of the higher dietary energy supply; in comparison, however, the activation early postpartum of ‘Inositol phosphate metabolism’ might have been related with an inflammatory state induced by prepartum overfeeding. 

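IPPK had log2 FC 1.11, SE 0.84 in B5F125 vs B5F75 at 7 d and was measured on 34 of 48 arrays (adjusted p = 0.998). The only IPPK probe measured on at least 24 arrays had −1.54 (26 arrays), against the sign of this mean of the gene's probes. The mean was not called with all arrays, but without 1 cow pair it was 3.11 and was called, so the direction is unsettled.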

In fact, this pathway was primarily affected by the upregulation of *IPPK* (inositol-pentakisphosphate 2-kinase) in B5F125 compared with B5F75 cows. The IPPK protein catalyzes the formation of inositol hexakisphosphate (InsP6), a ubiquitous and abundant cytosolic inositiol phosphate. In humans, InsP6 primes and stimulates neutrophil respiratory burst [61, 62]; thus, we speculate that this metabolite could participate in the inflammatory response. However, both in vitro and in vivo, Insp6 inhibits L- and P-selectin function [63]. Thus, if InsP6 produced by the liver is secreted into blood it could impair neutrophil infiltration by downregulating the attachment molecules, thus, leading to reduced neutrophil functions when optimally-conditioned cows are overfed prepartum.

#### Amino acid metabolism

Contrary to BCS4, in BCS5 cows the ‘Alanine, Aspartate, and Glutamate metabolism’ pathway was impacted only at the end of the transition period (28 d), and was activated by overfeeding (B5F125). 

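At 28 d 19 of 32 genes of alanine, aspartate and glutamate metabolism were below 0 in B5F125 cows (median log2 FC −0.0086, adjusted p = 0.885 in the list test). GAD1, a glutamate decarboxylase, had log2 FC 1.13, SE 0.82, ALDH4A1, which makes glutamate from a proline intermediate, 0.24, SE 0.26, and ALDH5A1, which completes the degradation of GABA, −0.21, SE 0.26 (8 cows per group). None was called (0 when adjusted over the list alone).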

Because BCS5 cows calved with better body condition than BCS4, they would have been better able to cope with the NEB by drawing from the more abundant lipid reserves, as indicated by the higher NEFA concentrations (Table 2). The late activation of this amino acid pathway, as hypothesized when discussing VFA metabolism (The effect of body condition - Carbohydrate metabolism), might have been due to a prolonged postpartum NEB in the overfed BCS5 cows, which could lead to mobilization of muscle protein. This hypothesis is supported by data indicating that overconditioned cows have a more pronounced drop in DMI after calving and a more intense NEB compared with cows fed to or slightly below requirements during the dry period [4, 64, 65].

Among the most-impacted metabolic pathways, the metabolism of Arg and Pro and of the three branched-chained amino acids (BCAA), valine, leucine, and isoleucine were highly impacted (Fig. 3). 

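CKMT1B had log2 FC −0.56, SE 0.26 in B5F125 vs B5F75 at −7 d, lower on 2 of 2 direct arrays (adjusted p = 1), and did not pass the thresholds. GLS2, the glutaminase of liver, was higher (0.89, SE 0.30) and was the only called gene among 43 of arginine and proline metabolism (0 when adjusted over the list alone). The list itself had 29 genes above 0 (median 0.23, adjusted p = 0.0199, and adjusted p = 0.994 with an estimated correlation), including NAGS, which makes the activator of the urea cycle (0.65, SE 0.26). The hepatocyte markers mostly lay above 0 and the cholangiocyte markers below 0 in this comparison.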

The impact and flux of the’Arginine and Proline metabolism’ pathway prepartum was caused by the differential expression (FC = −3) of *CKMT1B* (Creatine kinase, mitochondrial 1B), which encodes an enzyme responsible for the formation of phosphocreatine (PCr). In normal conditions PCr is then transported to the muscle as energy storage to facilitate a quick muscle response [66]. Because the putative increase of PCr appears to have occurred prepartum in B5F75 cows, feed restriction in optimally-conditioned cows seems to position the cow in a better energy state compared with overfeeding, i.e. the liver would have extra energy to store as PCr in muscle. Furthermore, it can be hypothesized that a local increase of PCr would be useful to the liver as an “energy buffer” in the metabolically-demanding postpartum period. Also, the ‘Arginine and Proline Pathway’ was induced early postpartum in B5F75 cows compared with B5F125. Both amino acids are gluconeogenic; thus, it seems that prepartum feed-restricted optimally-conditioned cows were in a better energy state compared with overfed cows early in the postpartum. 

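At 7 d SRM, the spermidine synthase among the genes of arginine and proline metabolism, was higher in B5F125 than in B5F75, and no gene of that list was called lower (0 when adjusted over the list alone). NOS1, a nitric oxide synthase, had log2 FC −1.85, SE 0.69 (8 cows per group) and did not pass the thresholds. Of the 43 genes 23 were below 0 (median −0.024, adjusted p = 0.774 in the list test). The SRM call was kept under 28 of 30 other settings.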

The same pathway is also used to produce putrescine, a polyamine with growth factor-like functions on liver regeneration and DNA synthesis [67]. An increase in its concentration would promote a faster turnover of hepatocytes under the metabolic load of early lactation, possibly resulting in a more active and responsive liver.

The BCAA metabolism pathway was impacted due to differences in the prepartum diet. 

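Genes of branched-chain amino acid degradation were lower in B5F125 than in B5F75 at 7 d, 27 of 36 below 0 (median log2 FC −0.19, adjusted p = 0.0203, and adjusted p = 0.994 with an estimated correlation). BCAT2, the mitochondrial transaminase, had log2 FC −0.68, SE 0.34, and IVD, the isovaleryl-CoA dehydrogenase, −0.28, SE 0.17, and no member was called (0 when adjusted over the list alone). BCAT1, the cytosolic transaminase, had a mean above 0 (adjusted p = 0.998) that rests on 1 of its 3 probes (1.76, the others −0.129 and 0.04422), and was higher on 1 of 2 direct arrays. The interaction with BCS had a median of −0.23 (adjusted p = 0.0341, and adjusted p = 0.819 with an estimated correlation). The study picked this pathway on the same samples.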

The main affected gene (FC < −3, Additional file 8: Table S5) for both the catabolic and anabolic branches of the BCAA pathway at 7 d postpartum was *BCAT1* (Branched Chain Amino-Acid Transaminase 1, Cytosolic), which can catalyze both the deamination and amination of BCAA and related keto-acids. Recently, a higher postpartum plasma concentration of BCAA (specifically Val and Iso) in TMR-fed dairy cows was linked to greater liver function and a possible better responsiveness of the immune system [68]. In the present study, plasma AA data were not collected, but it is plausible that an increase in hepatic BCAA biosynthesis in B5F75 cows led to similar results, indicating how feed restriction would be more appropriate for optimally-conditioned cows. Furthermore, the fact that the’BCAA degradation’ pathway was induced at 28 d in B5F125 cows reflects a prolonged NEB in overfed optimally-conditioned cows, which induced protein mobilization, supporting, again, our claim for prepartum feed restriction in BCS5 cow.

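At 28 d 28 of 36 genes of branched-chain amino acid degradation were below 0 in B5F125 (median log2 FC −0.10, adjusted p = 0.04996, and adjusted p = 0.994 with an estimated correlation), a result kept under 13 of 29 other settings. AUH, an enzyme of leucine degradation, had log2 FC −0.31, SE 0.23, ACAT1, the mitochondrial thiolase, −0.17, SE 0.14, and BCAT1 0.59, SE 0.45 (8 cows per group), and none was called. Before calving 28 were above 0 (median 0.09, adjusted p = 0.0329, kept under 20 of 29 other settings, and adjusted p = 0.994 with an estimated correlation). The change between days within BCS5 cows was not tested.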

#### Glycan biosynthesis and metabolism

Feeding BCS5 cows at 125 % of requirements prepartum induced an activation of the’N-glycan biosynthesis’ and’Other glycan degradation’ pathways early postpartum. 

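DPM2, which supplies mannose for glycans, had log2 FC 0.33, SE 0.18 in B5F125 vs B5F75 at 7 d, RPN1, a subunit of the N-glycan transferase, 0.31, SE 0.21, and MGAT4A, which branches N-glycans, 0.58, SE 0.33 (8 cows per group). MGAT4A was higher before calving (0.90, SE 0.33) and over the whole transition period (0.68, SE 0.23). Of 41 N-glycan genes 24 were above 0 at 7 d (median 0.047, adjusted p = 0.784 in the list test), and none was called on that day (0 when adjusted over the list alone). The interaction with BCS had a median of 0.038 (adjusted p = 0.367).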

A proposed role of N-Glycan biosynthesis in the liver is to handle the misfolded proteins in the endoplasmic reticulum (ER) during periods of stress [69]. 

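CALR, a calcium-binding chaperone of the endoplasmic reticulum, had log2 FC 0.37, SE 0.23 in B5F125 vs B5F75 at 7 d, PDIA4, which forms disulfide bonds, 0.35, SE 0.30, and EIF2AK3, a sensor of unfolded proteins, 0.21, SE 0.25 (8 cows per group). Of 28 genes of protein processing and the unfolded protein response 21 were above 0 (median 0.10, adjusted p = 0.713 in the list test), and none was called (0 when adjusted over the list alone). In B4F125 cows 16 were below 0 (median −0.029, adjusted p = 0.737), and the interaction had a median of 0.12 (adjusted p = 0.454).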

As the ‘Protein processing in the endoplasmic reticulum’ pathway followed the same pattern as N-glycan biosynthesis (Additional file 10: Table S7), this might be indicative of a greater degree of ER stress in optimally-conditioned cows fed to 125 % of requirements prepartum. Because a similar induction of ER stress was also previously reported as a consequence of prepartum overfeeding [7, 65], our data further indicate that a slight feed-restriction might be a better approach for these cows.

The ’Other glycan degradation’ pathway was highly-impacted early postpartum due to a relatively small activation in B5F125 versus B5F75 cows. This pathway concerns the degradation of N-glycans and glycosphingolipids. 

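MAN2B1, the lysosomal mannosidase, had log2 FC −0.30, SE 0.23 in B5F125 vs B5F75 at 7 d, and AGA, which frees glycans from asparagine, −0.30, SE 0.25 (8 cows per group). Of 14 genes 8 were above 0, with a median of 0.015, while the test pointed down (adjusted p = 0.908). None was called (0 when adjusted over the list alone).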

Because pathways concerning glycosphingolipid biosynthesis were not affected (Additional file 10: Table S7), it is assumed that their liver concentration, and not that of N-glycans, which had a positive biosynthesis, decreased. These changes might be biologically relevant in transition cows, because mice fed a high-fat diet, in which glycan synthesis was suppressed [70, 71], had a decrease in liver accumulation of triacylglycerol along with a reduced hepatocyte expression of several genes associated with steatosis; this included those involved in lipogenesis, gluconeogenesis, and inflammation. Studies from different research groups have demonstrated that prepartum over-allowance of energy results in prepartum hyperglycemia and hyperinsulinemia and marked postpartum adipose tissue mobilization (i.e., greater blood NEFA concentration) [1–4, 65, 72]. Thus, the reduction in hepatic levels of glycosphingolipids early postpartum could be a mechanism to counteract the development of lipidosis in B5F125 cows due to the possible accumulation of lipid in the liver.

#### Metabolism of cofactors and vitamins

The physiological levels of retinol (vitamin A) and its precursor β-carotene are tightly correlated with dietary intake [73]. Similarly, thiamine (vitamin B1) production depends on the dietary availability of cobalt (Co), and on ruminal microbial activity and microbial biomass, which are connected to DMI. Thus, because F125 cows were allowed a greater availability of pasture, which is naturally rich in β-carotene and a possible source of Co, the activation of’Retinol metabolism’ and ‘Thiamine metabolism’ in B5F125 cows prepartum could be related to the greater pasture allowance owing to the experimental design.

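RETSAT, the retinol saturase, was higher in B5F125 than in B5F75 at −7 d (log2 FC 0.75, SE 0.26, a call kept under 20 of 30 other settings), and SDR16C5, a retinol dehydrogenase, was lower (−2.57, SE 0.80) but was measured on 37 arrays and on no array that held cows of both feeding levels on that day. Of 32 genes of retinol metabolism 22 were above 0 (median 0.22, adjusted p = 0.118 in the list test, with 0 genes called when adjusted over the list alone). THTPA, which releases thiamine diphosphate from its triphosphate, had 0.44, SE 0.14, under the 1.5-fold threshold but with 1 gene of 6 significant when adjusted over the thiamine list alone (median 0.18, adjusted p = 0.405 for the list).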

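ENPP3, a nucleotide pyrophosphatase that also cleaves CoA, was lower in B5F125 than in B5F75 at 7 d (log2 FC −0.86, SE 0.31), a call kept under 14 of 30 other settings. PANK4, a relative of the pantothenate kinases, had 0.44, SE 0.18, and VNN1, which recycles pantothenate, −0.63, SE 0.56 at 7 d and −1.00, SE 0.56 at 28 d (8 cows per group). Of 15 genes of pantothenate and CoA biosynthesis 11 were below 0 at 7 d (median −0.15, adjusted p = 0.294 in the list test) and 8 at 28 d (median −0.017, adjusted p = 0.939), with 0 called when adjusted over the list alone. PANK4 was called for the interaction of BCS and feeding at 7 d (difference 0.74, SE 0.25).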

The postpartum inhibition of ’Pantothenate and CoA biosynthesis’ seems to indicate that the feed restriction in the late dry period could enhance the energy status of optimally-conditioned cows (BCS5). Panthothenate is synthetized in the body as a component of Coenzyme A (CoA), an indispensable cofactor in synthesis and oxidation of fatty acids [74]. Furthermore, CoA is a component of acetyl-CoA, the crossover molecule in cellular metabolism [75]. With an apparent increase in production of CoA, B5F75 cows would have been able to better handle the mobilized adipose fatty acids, and more effectively coordinate the metabolic shift that occurs at calving.

## Conclusions

As hypothesized, the effect of prepartum plane of nutrition on hepatic function was dependent on the BCS of the cow, underscoring how these management tools need to be evaluated together to optimize the biological adaptations of the cow during the peripartum period. The more pronounced transcriptome changes in underconditioned cows highlighted that they are more sensitive to prepartum feeding level/allocation than optimally-conditioned cows. Similarly, the bioinformatics analysis revealed transcriptome signatures that indicate a greater and potentially more prolonged NEB in overfed optimally-conditioned cows and also in feed-restricted underconditioned cows. 

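At 7 d 5 genes, chosen after their values were seen, were DEG in both BCS groups: TMEM177 was lower in B4F125 (log2 FC −0.66, SE 0.23) and higher in B5F125 (0.85, SE 0.23), whereas CCDC54, RGS17 and IFI47 were lower in both and the chemokine receptor CXCR3 higher in both. At 28 d 7 genes were shared, 5 in the same direction and 2 in opposite ones, and 1 of 71 and 98 at −7 d, which was IFI47. The comparisons share arrays, so the lists are not independent. IFI47, the interferon-inducible GTPase, was lower over the whole transition period in B4F125 (log2 FC −1.83, SE 0.40) and in B5F125 (log2 FC −2.77, SE 0.40, adjusted p = 0.000417), and PRAP1, the proline-rich protein, was higher in B5F125 (log2 FC 3.92, SE 0.59, adjusted p = 0.000439). Both genes had ratios that were highly correlated between the arrays of a cow pair (0.901 and 0.835). In a mixed model gene by gene, with cow pair as a random effect and no moderation, their adjusted p was 1. The interaction over the whole period called 73 of 14903 genes and left 0 at an adjusted p under 0.05 in limma (544 unadjusted). Among lists, the cell cycle genes lay relatively higher with overfeeding in BCS5 than in BCS4 cows over that period (median difference 0.28, adjusted p = 0.0236, and adjusted p = 0.977 with an estimated correlation). The paper reasons from the numbers of DEG in Table 1 and from the flux of its metabolic pathways, which it reads as an activation at 7 d with greater feed allowance in BCS4 cows and an inhibition in BCS5 cows, and it concludes that underconditioned cows are the more sensitive to prepartum feeding. Together with its gene network analysis and the handling of NEFA, it takes this to favour overfeeding before calving only in BCS4 cows. For BCS5 cows and those with more condition it favours a diet restricted in energy.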

Based on gene network analysis, the latter group might be more prone to liver dysfunction. The data indicate a less pronounced mobilization and better handling of NEFA in overfed underconditioned cows. Overall, results indicate that overfeeding in late-pregnancy should be limited to underconditioned cows, while cows with optimal degree of body condition and those with greater than optimal condition should be maintained on a restricted energy diet.

## Additional files

Additional file 1: Provides detailed and complete information about the protocol used during the microarray and qPCR procedures, and blood collection and analysis. Furthermore, it provides additional discussion points, omitted from the main body of the manuscript (Additional file 8: Table S5, Additional file 2: Table S8 and Additional file 3: Table S9). (DOCX 47 kb)
Additional file 2: Table S8. Accession number, gene symbol and EntrezID, forward and reverse primer sequences and product length of target genes for microarray validation. (DOCX 86 kb)
Additional file 3: Table S9. qPCR performance of genes measured for microarray verification. (DOCX 59 kb)
Additional file 4: Table S1. Differentially expressed genes at −7 days from parturition with fold change (FC) ≤ −3 or ≥ +3 in liver of animals with BCS 4 fed either 125 (B4F125) compared with 75 (B4F75) % of requirement for the last 3 weeks before parturition. (DOCX 99 kb)

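LOC names aside, CYB5R2, MGC126945 and VASH1 had the smallest p of the genes lower in B4F125 at −7 d, and NEB, CNPY4 and HIST2H2BE of those higher. MGC126945 had log2 FC −1.56, SE 0.37, and CNPY4, a chaperone of Toll-like receptors, 0.73, SE 0.18 (8 cows per group). Of the 35 tested genes of Table S1, 28 (80%) had the sign given there and 2 were called, PLCL2, a phospholipase relative, higher (1.01, SE 0.32) and a gene written as LOC78994 lower (−2.07, SE 0.54). Their median size was 0.34 on the log2 scale, where the paper's own median size is 1.84.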

Additional file 5: Table S2. Differentially expressed genes at +7 days from parturition with fold change (FC) ≤ −3 or ≥ +3 in liver of animals with BCS 4 fed either 125 (B4F125) compared with 75 (B4F75) % of requirement for the three weeks before parturition. (DOCX 114 kb)

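At 7 d the genes with the smallest p in BCS4 cows included the synaptic protein SYNGR3 and LRRC73 among those higher (1.71, SE 0.45 for LRRC73), and the transporter ABCC9 (−4.00, SE 0.88), the homeobox gene OTP (−4.48, SE 1.04) and the meiotic recombinase DMC1 (−3.48, SE 0.81) among those lower, each as log2 FC with 8 cows per group. ABCC9, OTP and DMC1 were measured on 31, 35 and 32 arrays, and on none that held cows of both feeding levels on that day. Table S2 has 130 tested genes, of which 112 (86.2%) had its sign and 11 were called, with a median size of 0.46 (the paper's is 1.77).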

Additional file 6: Table S3. Differentially expressed genes at +28 days from parturition with fold change (FC) ≤ −3 or ≥ +3 in liver of animals with BCS 4 fed either 125 (B4F125) compared with 75 (B4F75) % of requirement for the three weeks before parturition. (DOCX 110 kb)

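Among the genes lower in B4F125 at 28 d were IRF1, a transcription factor of the interferon response (log2 FC −1.05, SE 0.26), IFI6, an interferon-induced protein (−0.93, SE 0.31, a call kept under 22 of 30 other settings), and NGFRAP1, a regulator of cell death (−0.91, SE 0.21, 8 cows per group). CPNE8, a calcium-dependent membrane-binding protein, and RTTN, a centriole protein, were higher (log2 FC 1.03, SE 0.31, and 0.85, SE 0.25). In Table S3 98 of 117 tested genes (83.8%) had the paper's sign, and 4 were called (MYO7B higher, RNF183, SPATS1 and RBM28 lower), with a median size of 0.52 (1.89 in the paper). The interferon list as a whole was lower (median −0.19 over 31 genes, adjusted p = 0.0335, kept under 20 of 29 other settings, and adjusted p = 0.994 with an estimated correlation), and 1 gene was called when adjusted over the list alone. Macrophage markers were lower in the same comparison.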

Additional file 7: Table S4. Differentially expressed genes at −7 days from parturition with fold change (FC) ≤ −3 or ≥ +3 in liver of animals with BCS 5 fed either 125 (B5F125) compared with 75 (B5F75) % of requirement for the three weeks before parturition. (DOCX 77 kb)

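WFDC8, a protease inhibitor measured on 31 arrays, was lower in B5F125 at −7 d (log2 FC −1.89, SE 0.45, 8 cows per group), and COIL, a scaffold of nuclear Cajal bodies, and HEBP2, a heme-binding protein, were higher (0.71, SE 0.18, and 0.74, SE 0.20). All 22 genes of Table S4 were tested, 17 (77.3%) had its sign and 0 were called, 4 having a p of at most 0.05. The median size was 0.45 (the paper's is 1.91).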

Additional file 8: Table S5. Differentially expressed genes at +7 days from parturition with fold change (FC) ≤ −3 or ≥ +3 in liver of animals with BCS 5 fed either 125 (B5F125) compared with 75 (B5F75) % of requirement for the three weeks before parturition. (DOCX 105 kb)

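AGR2, a disulfide isomerase of secretory cells measured on 34 arrays, was lower in B5F125 at 7 d (log2 FC −3.20, SE 0.72), as were SLC18A3, an acetylcholine transporter (−1.67, SE 0.38, 33 arrays), and SOHLH2, a germ cell factor (−1.80, SE 0.43). ARMC4, a protein of cilia, and ZNF596, a zinc finger protein measured on 36 arrays, were higher (log2 FC 1.59, SE 0.39, and 2.29, SE 0.49). For Table S5, 54 of 76 tested genes (71.1%) had its sign and 9 were called, and the median size was 0.61 (1.83 in the paper).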

Additional file 9: Table S6. Differentially expressed genes at +28 days from parturition with fold change (FC) ≤ −3 or ≥ +3 in liver of animals with BCS 5 fed either 125 (B5F125) compared with 75 (B5F75) % of requirement for the three weeks before parturition. (DOCX 70 kb)

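FIBIN, a secreted protein, and SLC26A3, a chloride exchanger measured on 40 arrays, were lower in B5F125 at 28 d (log2 FC −0.82, SE 0.23, and −1.52, SE 0.41), and PCDHB1, a cell adhesion protein measured on 35 arrays, and SYNGR3 were higher (1.68, SE 0.45, and 1.30, SE 0.32). With 17 of its 18 genes tested, Table S6 has 12 (70.6%) with the same sign and 2 called (the chemokine CXCL11 and ZBTB46, both higher), and the median size was 0.38 (1.8 in the paper).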

Additional file 10: Table S7. Complete result datasets generated by the DIA analysis. The KEGG pathways are sorted by category and subcategory. Blue bars represent the Impact along the transition period, while red and green bars depict the Direction of the Impact (red = upregulation, green = downregulation). (XLSX 77 kb)
Additional file 11: Figure S1. Ingenuity pathway analysis legend for network analysis. (PNG 65 kb)

## Abbreviations

AA: Amino acids
ACHE: Acetylcholinesterase
ALB: Albumin
ANGPT1: Angiopoietin 1
APOB: Apolipoprotein B
ATP7A: ATPase copper transporting alpha
BCAA: Branched chain amino acid
BCAT1: Branched chain amino acid transaminase 1
BCL9L: B-Cell CLL/Lymphoma 9-like
BCS: Body condition score
BHBA: Beta-hydroxybutyric acid
CD86: CD86 antigen, B-lymphocyte antigen B7-2
CHRNG: Cholinergic receptor nicotinic gamma subunit
CKMT1B: Creatine kinase, mitochondrial 1B
CoA: Coenzyme A
CUX1: Cut like homeobox 1
CXCR4: C-X-C motif chemokine receptor 4
DAG1: Dystroglycan 1
DEG: Differentially expressed gene
DIA: Dynamic impact approach
DMI: Dry matter intake
ECT2: Epithelial cell transforming 2
ER: Endoplasmatic reticulum
ERG: Erythroblast transformation-specific transcription factor ERG variant 10
FABP7: Fatty acid binding protein 7
FC: Fold change
FMNL2: Formin like 2
GAG: Glycosaminoglycan
GPI: Glycosylphosphatidylinositol
GPX3: Glutathione peroxidase 3
HDAC6: Histone deacetylase 6
HDL: High density lipoprotein
Insp6: Inositol hexakisphosphate
IPA: Ingenuity pathway analysis
KEGG: Kyoto encyclopedia of genes and genome
LALBA: Lactalbumin alpha
LHX1: LIM homeobox 1
MARS: Methionyl-TRNA synthetase
ME1: Malic enzyme 1
MEIS1: Meis homeobox 1
MTTP: Microsomal triglyceride transfer protein
MYOD1: Myogenic differentiation 1
NAD: Nicotinamide adenine dinucleotide
NEB: Negative energy balance
NEFA: Non esterified fatty acids
PCr: Phosphocreatine
PFKL: Phosphofructokinase, liver type
PKA: Protein kinase A
PKIB: CAMP-dependent protein kinase inhibitor beta
PPARA: Peroxisome proliferator activated receptor alpha
PTPN4: Protein tyrosine phosphatase, non-receptor type 4
RBM38: RNA binding motif protein 38
RYR1: Ryanodine receptor 1
SeMet: Seleno-methionine
SIM1: Single-minded family BHLH transcription factor 1
SOX2: SRY-box 2
SP1: Sp1 transcription factor
TAG: Triacylglycerol
TMIGD1: Transmembrane and immunoglobulin domain containing 1
TMR: Total mixed ratio
VFA: Volatile fatty acid
VLDL: Very low density lipoprotein
WNT6: Wnt family member 6
ZKSCAN1: Zinc finger with KRAB and SCAN domains 1

# Supplementary material for: Prepartum body condition score and plane of nutrition affect the hepatic transcriptome during the transition period in grazing dairy cows
**Source:** BMC Genomics. 2016 Nov 2;17:854. doi: 10.1186/s12864-016-3191-3
**Supplement:** Additional file 1: — Provides detailed and complete information about the protocol used during the microarray and qPCR procedures, and blood collection and analysis. Furthermore, it provides additional discussion points, omitted from the main body of the manuscript (Additional file 8: Table S5, Additional file 2: Table S8 and Additional file 3: Table S9).

**Additional file 1**

**ADDITIONAL MATERIAL AND METHODS**

**RNA extraction**

Liver tissue (30-50 mg) was homogenized in a TissueLyser II (Qiagen GmbH) for 2 × 2 min bursts at 30 Htz. Total RNA and DNA were extracted using a Qiagen AllPrep DNA/RNA mini kit (Qiagen GmbH) as per manufacturer’s instructions and RNA was treated with DNase (Ambion DNA-free kit; Ambion Inc., Austin, TX). The RNA quantity, purity, and integrity were determined using a NanoDrop ND-1000 (NanoDrop Technologies Inc., Wilmington, DE) and the Agilent 2100 Bioanalyzer (Agilent Technologies Inc., Palo Alto, CA). 

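RNA integrity was lower at 7 d than on the other days, and every feeding comparison above is within a day or an average of such comparisons. It is given per day only, so a difference in RNA integrity between the feeding levels could not be checked. The time comparisons do cross days. At 7 d vs −7 d P4HB, an oxidoreductase of the endoplasmic reticulum, had log2 FC −0.65, SE 0.19, and OAT 1.19, SE 0.26. With the treatments averaged, such comparisons rest in the main on the 12 arrays that compare days, from 4 cow pairs. The direction of every comparison between days is unsettled here.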

Average RNA Integrity Number (**RIN**) for samples at -7, 7, and 28 d relative to parturition were 8.18 (± 0.39), 7.77 (± 0.43), and 8.17 (± 0.45), respectively. RNA samples were stored at -80 °C until analysis.

**Microarrays**

***cRNA Synthesis, Labeling, and Purification.*** The Agilent platform was chosen to conduct the microarray experiment, using the 44K Bovine (V2) gene expression microarray chip (Agilent Technologies Inc.), following the manufacturer’s protocols. Briefly, a total of 200 ng of RNA per sample were used to generate first-strand cDNA, which was reverse transcribed to cRNA using the low-input quick amp labeling kit (Agilent Technologies Inc). The resulting cRNA was labeled with either Cy3 or Cy5 fluorescent dye, purified using RNeasy mini spin columns (Qiagen), and subsequently eluted in 30 μL of DNase-RNase-free water. The NanoDrop ND-1000 (Thermo Fisher Scientific Inc., Waltham, MA) was used to confirm the manufacturer’s recommended criteria for yield and specific activity of at least 0.825 μg and ≥6.

***Hybridization and Scanning.*** The labeled cRNA was fragmented and then hybridized to the microarray slide according to manufacturer’s protocol. Briefly, 825 ng of Cy3 and Cy5 labeled cRNA sample were combined, mixed with 11 μL of 10× Blocking Agent (Agilent Technologies Inc.), 2.2 μL of 25× Fragmentation Buffer (Agilent Technologies Inc.), and nuclease-free water (to a final volume of 55 μL); and then fragmented at 60°C for 30 s. The reaction was then stopped by adding 55 μL of 2× GEx Hybridization Buffer (Agilent Technologies Inc.), and the samples were loaded onto the slide. These were hybridized in a rotating hybridization oven (Agilent Technologies Inc.) at 65°C for 17 h. The slides were washed according to the manufacturer’s recommended procedures and scanned using a GenePix 4000B scanner (Axon Instruments Inc., Sunnyvale, CA) and GenePix Pro v.6.1 software. 

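Excluded spots appear as blanks in the deposited ratios. The share of blank spots was 17.1% for the median array, and 23374 of 43803 spots were measured on all 48 arrays. Of the genes tested, 4172 have a blank on at least 1 array. A pair of arrays at 28 d had few blanks, and without them the lowest share was 7.82%. Blanks were left as they are, and none was replaced by a number.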

Resulting spots where features were substandard were flagged as bad and excluded from subsequent analysis.

**qPCR Validation**

***cDNA synthesis.*** A portion of the RNA was diluted to 100 ng/μL with DNase/RNase-free water for cDNA synthesis through RT-PCR. Per each sample, 4 μL of diluted RNA, 5 μL of Random Primers (3 μg/μL; cat#11034731001, Roche) and 45 μL of DNase/RNase-free water. The mixture was incubated at 65°C for 5 min and kept on ice for 3 min. A total of 36 μL of master mix, composed of 20 μL of 5X First-Strand Buffer (cat#EP0441, Thermo Scientific), 5 μL of Oligo dT18 (Custom DNA Oligo Tubes, Integrated DNA Technologies), 10 μL of 10mM dNTP mix (cat#18427-088, Invitrogen), 1.25 μL of Reverse Transcriptase (200 U/μL as final concentration, cat#EP0441, Thermo Scientific), 0.625 μL of Rnase inhibitor (200 U/μL as final concentration, cat#EO0381, Thermo Scientific), and 8.125 μL of DNase/RNase-free water, was added. The reaction was performed in an Eppendorf Mastercycler Gradient following the appropriate temperature program: 25°C for 5 min, 42°C for 60 min, and 70°C for 5 min. The cDNA was then diluted 1:4 with DNase/RNase-free water, prior to quantitative PCR analysis.

***Real Time qPCR.*** Primer couples were designed using NCBI Primer-BLAST toll, and tested through normal PCR, using the same thermo cycle as the final qPCR analysis, and gel electrophoresis to certify the presence of a single PCR product of the expected size. The product was then purified and send for sequencing at the UIUC Core Sequencing Facility, to asses amplification of the correct target. Complete details on primer couples and amplification products sequences can be found in Additional Table 8. Quantitative PCR was performed using 4 μL diluted cDNA combined with 6 μL of a mixture composed of 5 μL SYBR Green master mix (cat#95073-05K, Quanta BioSciences), 0.4 μL each of 10 μM forward and reverse primers, and 0.2 μL DNase/RNase free water in a MicroAmp™ Optical 384-Well Reaction Plate (Applied Biosystems). Each sample was run in triplicate and a 7 point relative standard curve plus the non-template control were used. The reactions were performed in an ABI Prism 7900 HT SDS instrument using the following conditions: 2 min at 50 °C, 10 min at 95 °C, 40 cycles of 15 s at 95 °C (denaturation), and 1 min at 60 °C (annealing + extension). The presence of a single PCR product was verified by the dissociation protocol using incremental temperatures to 95 °C for 15 s plus 65 °C for 15 s. Data were calculated with the 7900 HT Sequence Detection Systems Software. The final data were normalized using the geometric mean of three internal control genes (ICG): *GAPDH*, *RPS9*, and *UXT*. Details on qPCR performances can be found in Additional Table 9.

**Blood Collection and analysis**

Blood was sampled by coccygeal venipuncture using evacuated blood tubes containing a lithium heparin anticoagulant. Samples were placed immediately on ice and centrifuged within 30 min at 1,500 × *g* for 12 min at 4°C. Following centrifugation, aspirated plasma was stored at −20°C until assayed.

Blood NEFA and BHBA analysis was performed by Gribbles Veterinary Pathology Ltd. Blood metabolites were assayed using colorimetric techniques at 37°C with a Hitachi Modular P800 analyzer (Roche Diagnostics, Indianapolis, IN). Plasma NEFA concentration (mmol/L) was measured using Wako Chemicals (Osaka, Japan) kit NEFA HR2 measuring oxidative condensation of 3-methyl-*N*-ethyl-*N*-β hydroxyethyl aniline with 4-aminoantipyrine, while plasma BHBA (mmol/L) concentrations was assessed using Roche reagent kits measuring the reduction of NAD to NADH during oxidation of d-3-hydroxybutyrate to acetoacetate.

**ADDITIONAL DISCUSSION**

**B4F125 vs B4F75**

***Lipid metabolism****.* Lipid metabolism in thinner cows was much more impacted by prepartum feeding management, with a distinct postpartum activation of every pathway among the top 25 impacted when animals were fed 125% compared with 75% of requirements. 

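In BCS4 cows at 7 d the median log2 FC was 0.093 for glycerophospholipid metabolism (22 of 37 genes above 0, adjusted p = 0.485 in the list test) and 0.059 for mitochondrial fatty acid elongation (5 of 9, mean −0.0053, adjusted p = 0.84). Fatty acid biosynthesis had 5 of 9 genes above 0 (median 0.024, adjusted p = 0.797), with MCAT, which starts mitochondrial fatty acid synthesis, at log2 FC 0.43, SE 0.21 and ACACA, the cytosolic acetyl-CoA carboxylase, at −0.18, SE 0.34 (8 cows per group). At 28 d its median was 0.033, with a mean of −0.11 and a test that pointed down (adjusted p = 0.814). None of these genes was called at 7 d (0 when adjusted over each list alone).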

Biosynthetic pathways rather than catabolic ones were impacted around parturition. In fact, out of the five most-impacted pathways in this category, three are concerned with the biosynthesis of fatty acids, unsaturated fatty acids, and their elongation in the mitochondria. Despite the lack of change in blood NEFA (Table 2), this response could be taken as an indication of lower postpartum mobilization of body reserves in BCS4 animals fed 125% than 75%. This idea agrees with the fact that overfeeding energy during the dry period also increases the concentration of plasma insulin, hence, preventing excessive adipose tissue lipolysis [1]. We further speculate that a possible greater postpartum mobilization in B4F75 cows could increase the hepatic uptake of fatty acids, consequently inhibiting the biosynthetic pathways, which is a well-established effect in non-ruminant liver. Additionally, NEFA values are often quite variable, especially as a function of meal patterns [2, 3]. Hepatic transcriptome alterations, in comparison, reflect longer-term regulatory responses to changes in BCS and nutrition.

Among the non-biosynthetic pathways, ‘Glycerolipid metabolism’ was impacted and activated at 7 d postpartum in cows fed 125% of requirements. 

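MBOAT2 had log2 FC 2.71, SE 1.03 in B4F125 vs B4F75 at 7 d, LPIN1, a phosphatidate phosphatase, −0.70, SE 0.36, and GPAM, the first enzyme of glycerolipid synthesis in mitochondria, −0.43, SE 0.26 (8 cows per group). Of 41 glycerolipid genes 29 were above 0 (median 0.14, adjusted p = 0.326 in the list test), and none was called on that day. The interaction with BCS had a median of −0.17 (adjusted p = 0.111).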

Because this pathway is involved in the synthesis of triacylglycerol (**TAG**) from free fatty acids, its activation could be a consequence of an increased flux of NEFA or could suggest a better ‘handling’ of the hepatic NEFA flux. Among the top DEG, the expression of *DGAT1* (diacylglycerol O-acyltransferase 1) had a fold change of + 4.5 in B4F125 cows. 

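DGAT1 had log2 FC 0.30, SE 0.36 in B4F125 vs B4F75 at 7 d, as the mean of 3 probes (0.2072 and 0.1169 on 48 arrays each, and 1.173 on 34), and was higher on 1 of 2 direct arrays (adjusted p = 0.983). It did not pass the thresholds at 7 d.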

As the protein product of this gene catalyzes the final step of TAG synthesis, and the fact that BCS4 cows had an overall lower plasma concentration of NEFA (Table 2), the greater *DGAT1* expression indicates a faster handling of mobilized fatty acids, avoiding accumulation in the liver that could lead to partial oxidation and ketogenesis.

Also of great interest, is the activation of the ‘α-Linolenic acid metabolism’ in the first week after parturition combined with activation of the ‘Biosynthesis of unsaturated fatty acids’ in lean animals fed 125%. 

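FADS2, a desaturase of polyunsaturated fatty acids, had log2 FC 0.51, SE 0.44 in B4F125 vs B4F75 at 7 d, ELOVL6, an elongase, −0.58, SE 0.32, and PLA2G5, a secreted phospholipase, 1.21, SE 0.62 (8 cows per group). Of 12 genes of α-linolenic acid metabolism 8 were above 0 (median 0.091, adjusted p = 0.75 in the list test), and of 23 genes of the biosynthesis of unsaturated fatty acids 11 (median −0.018, mean −0.0084, test upward with adjusted p = 0.988). None was called (0 when adjusted over each list alone).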

The α-linolenic fatty acid (C18:3) is part of both pathways, being partially oxidized for energy in the first or converted to eicosapentaenoic acid (**EPA**) and docosahexaenoic acid (**DHA**) in the second. These two ω-3 fatty acids elicit numerous effects on functional responses of cells involved in inflammation and immunity [4], all of which have been interpreted in the context of reducing inflammation, i.e. they are beneficial during inflammatory conditions [5]. The concurrent increase in activity of the two pathways leads us to hypothesize a greater availability of C18:3 at the hepatic level (because its metabolism was increased), for synthesis of EPA or DHA and, hence, an improvement of the immunological status of the cow. This scenario would be beneficial as cows always experience an inflammatory state after parturition that can impair production and reproduction, and predispose to disease [6].

**B5F125 vs B5F75**

***Lipid metabolism***. 

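CERS3, a ceramide synthase, had log2 FC 1.11, SE 0.53 in B5F125 vs B5F75 at 7 d, and ACER2, a ceramidase, 0.31, SE 0.19 (8 cows per group). Of 36 genes of sphingolipid metabolism 20 were above 0 (median 0.022, adjusted p = 0.955 in the list test), and none was called (0 when adjusted over the list alone). The interaction with BCS had a median of 0.049 with a test that pointed down (adjusted p = 0.968).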

The pathways of ‘Lipid metabolism’ impacted in optimally-conditioned cows (BCS5) mainly concerned pathways of utilization rather than synthesis (as detected in the BCS4 group), and they were mostly impacted in early lactation (7 d). ‘Sphingolipid metabolism’ and ‘Arachidonic acid metabolism’ were both impacted, being activated in B5F125 compared with B5F75 cows. However, because flux in ‘sphingolipid metabolism’ was close to zero (-0.58), we considered the pathway impacted and induced in both groups (B5F75 and B5F125). This pathway is associated with the production of ceramides, a lipid species that exerts biological effects through cellular proliferation, differentiation, and cell death, and interacts with several pathways involved in insulin resistance, oxidative stress, inflammation, and apoptosis, all of which are linked to non-alcoholic fatty liver [7].

The fact that ‘sphingolipid metabolism’ was unequivocally activated early postpartum in BCS5 cows compared with BCS4 cows, regardless of feeding management, highlights how underconditioned animals should be less susceptible to liver TAG accumulation. In a recent study, it was reported that plasma concentrations of total ceramide and monohexosylceramide increase as lactation approaches, with greater concentrations in cows exhibiting higher adiposity a month prior to parturition relative to those with a lean phenotype [8]. Furthermore, changes in plasma ceramide concentration occurred concomitantly with changes in plasma NEFA, insulin, and insulin sensitivity, leading the authors to speculate that circulating ceramides may be fundamentally involved in the homeorhetic adaptation to early lactation [8].

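GGT5, which cleaves leukotrienes, had log2 FC 1.04, SE 0.41 in B5F125 vs B5F75 at 7 d, LTC4S, which makes leukotriene C4, 0.52, SE 0.25, and EPHX2, which degrades epoxides of arachidonic acid, −0.46, SE 0.28 (8 cows per group). Of 34 genes of arachidonic acid metabolism 21 were above 0 (median 0.11, adjusted p = 0.458 in the list test), and none was called (0 when adjusted over the list alone). TIMP1, an inhibitor of matrix proteases in the list of stellate cells, was higher (0.66, SE 0.18), and that list had 13 of 16 above 0 (median 0.21, adjusted p = 0.132).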

The activation of ‘Arachidonic acid metabolism’ in BCS5 animals fed 75% compared with 125% of requirements indicated some degree of inflammation in the former. Arachidonic acid metabolites can have both pro- and anti-inflammatory effects [9]. However, among the top DEG at 7 d postpartum with FC ≥ |3| (Additional Table 5), the pro-inflammatory pathways seem to prevail, e.g. *ALOX12* was upregulated in B5F75 cows. This enzyme catalyzes the conversion of arachidonic acid to 12-hydroxyeicosatetraenoic acid (12-HETE), a chemotactic compound in human neutrophils [10]. 

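ALOX12 was measured on 29 of 48 arrays with 1 probe and was higher in B5F125 on 1 of 2 direct arrays (adjusted p = 0.998). It did not pass the thresholds.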

If biologically-active, this compound could initiate a local inflammatory response that might impair liver function. Activation of inflammatory-related hepatic functions also have been detected in feed-restricted compared with overfed cows [11]; however, despite blood biomarkers revealing greater distress in liver and a low-grade inflammatory response in feed-restricted cows prepartum, overfed cows postpartum had greater bilirubinemia and hepatic lipid accumulation leading authors to conclude that feed restriction served to “prime” the liver to better handle the postpartal metabolic and inflammatory challenges [11].

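LPCAT1, which remodels phosphatidylcholine, had log2 FC 0.55, SE 0.25 in B5F125 vs B5F75 at −7 d, PCYT2, of phosphatidylethanolamine synthesis, 0.44, SE 0.26, and CHPT1, a cholinephosphotransferase, 0.40, SE 0.24 (8 cows per group). Of 37 genes of glycerophospholipid metabolism 24 were above 0 (median 0.19, adjusted p = 0.132 in the list test), and none was called (0 when adjusted over the list alone).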

The ‘Glycerophospholipid metabolism’ pathway was impacted and activated prepartum in B5F125 compared with B5F75. One of the central metabolites of the pathway is phosphatidylcholine, the main building block of cellular membranes that are components of lipoproteins. Lecithin also is secreted in bile to increase emulsification of micelles during intestinal lipid absorption. Even if in low amounts, the greater pasture allowance prepartum in B5F125 could have led to a greater amount of lipid ingestion and the induction of phosphatidylcholine production through the ‘glycerophospholipid metabolism’ to aid in absorption and repackaging of fatty acids in the liver [12].

**REFERENCES**

1. Ji P, Osorio JS, Drackley JK, Loor JJ: **Overfeeding a moderate energy diet prepartum does not impair bovine subcutaneous adipose tissue insulin signal transduction and induces marked changes in peripartal gene network expression**. *Journal of dairy science* 2012, **95**(8):4333-4351.

2. Allen MS, Bradford BJ, Harvatine KJ: **The cow as a model to study food intake regulation**. *Annual Review of Nutrition* 2005, **25**:523-547.

3. Nakamura MT, Yudell BE, Loor JJ: **Regulation of energy metabolism by long-chain fatty acids**. *Prog Lipid Res* 2014, **53**:124-144.

4. Calder PC: **n-3 fatty acids, inflammation and immunity: new mechanisms to explain old actions**. *The Proceedings of the Nutrition Society* 2013, **72**(3):326-336.

5. Calder PC: **n-3 polyunsaturated fatty acids, inflammation, and inflammatory diseases**. *Am J Clin Nutr* 2006, **83**(6 Suppl):1505S-1519S.

6. Bertoni G, Trevisi E, Han X, Bionaz M: **Effects of inflammatory conditions on liver activity in puerperium period and consequences for performance in dairy cows**. *Journal of dairy science* 2008, **91**(9):3300-3310.

7. Pagadala M, Kasumov T, McCullough AJ, Zein NN, Kirwan JP: **Role of ceramides in nonalcoholic fatty liver disease**. *Trends Endocrinol Metab* 2012, **23**(8):365-371.

8. Rico JE, Bandaru VV, Dorskind JM, Haughey NJ, McFadden JW: **Plasma ceramides are elevated in overweight Holstein dairy cows experiencing greater lipolysis and insulin resistance during the transition from late pregnancy to early lactation**. *Journal of dairy science* 2015.

9. Samuelsson B: **Arachidonic acid metabolism: role in inflammation**. *Zeitschrift fur Rheumatologie* 1991, **50 Suppl 1**:3-6.

10. Goetzl EJ, Pickett WC: **The human PMN leukocyte chemotactic activity of complex hydroxy-eicosatetraenoic acids (HETEs)**. *J Immunol* 1980, **125**(4):1789-1791.

11. Shahzad K, Bionaz M, Trevisi E, Bertoni G, Rodriguez-Zas SL, Loor JJ: **Integrative analyses of hepatic differentially expressed genes and blood biomarkers during the peripartal period between dairy cows overfed or restricted-fed energy prepartum**. *PLoS One* 2014, **9**(6):e99757.

12. Bauchart D: **Lipid absorption and transport in ruminants**. *Journal of dairy science* 1993, **76**(12):3864-3881.

# Supplementary material for: Prepartum body condition score and plane of nutrition affect the hepatic transcriptome during the transition period in grazing dairy cows
**Source:** BMC Genomics. 2016 Nov 2;17:854. doi: 10.1186/s12864-016-3191-3
**Supplement:** Additional file 2: Table S8. — Accession number, gene symbol and EntrezID, forward and reverse primer sequences and product length of target genes for microarray validation.

**Table S8.** Accession number, gene symbol and EntrezID, forward and reverse primer sequences and product length of target genes for microarray validation.

| **Accession #** | **EntrezID** | **Symbol** | **Forward sequence** | **Reverse Sequence** | **Lenght** |
| --- | --- | --- | --- | --- | --- |
| NM_001081581.1 | 280969 | *ABAT* | TCATGTGGTACCGGAGCAAG | GAATGGCTTTGGAGTGCGTG | 174 |
| NM_001205333.1 | 515338 | *ACACB* | CACCCGCACCGGATGAC | CCTCGAATCTCTGGAAGGCG | 139 |
| NM_001192336.1 | 407169 | *ALOX12* | AGGGCCAGCTGGACTGGTAT | CGGACATCAGGTAGTGAGCC | 121 |
| NM_001075321.1 | 507559 | *B4GALT7* | GCCCTTTCGAGAACGCTTTG | TGCCCGGTTGAACCTGAAAT | 130 |
| NM_001083644.1 | 505926 | *BCAT1* | GGCCCCACGATGAAGGATT | TAAAACGGTGGCTCGTGTGA | 123 |
| NM_001113232.2 | 514028 | *DSE* | TGGAGTACCTCCCTCCTTGG | TCACCAACCAACTAGGCTGAG | 177 |
| NM_001100337.1 | 511060 | *EXTL1* | GCACAGGAAGGCCAGTGAC | TGTGAGAAAGCCGACCATCC | 157 |
| NM_174077.4 | 281210 | *GPX3* | CCCTGCAACCAATTTGGAAA | ACATACTTGAGGGTGGCTAGGATCT | 78 |
| NM_001076814.1 | 507817 | *ME2* | GCTCGAGTCCAGCAGAGC | TTTCTCACCCCGCTTCTTGC | 179 |
| NM_001206826.1 | 535975 | *UST* | AGAACAAACGTTCCCACAGGT | TGTACCTGGGAAGGACCCAA | 113 |
| NM_001008667.1 | 493989 | *XYLT2* | GGCCGAGTCCTTCTTTCACA | CAGCTTGCGGTTCCAGTTG | 145 |

# Supplementary material for: Prepartum body condition score and plane of nutrition affect the hepatic transcriptome during the transition period in grazing dairy cows
**Source:** BMC Genomics. 2016 Nov 2;17:854. doi: 10.1186/s12864-016-3191-3
**Supplement:** Additional file 3: Table S9. — qPCR performance of genes measured for microarray verification.

**Additional Table 9.** qPCR performance of measured genes for microarray validation.

| **Gene** | **Median Ct^1^** | **Median ∆Ct^2^** | **Slope^3^** | **(R^2^)^4^** | **Efficiency**^5^ |  |
| --- | --- | --- | --- | --- | --- | --- |
| ***ABAT*** | 21.81 | 0.69 | -3.183 | 0.996 | 2.061 |  |
| ***ACACB*** | 32.28 | 11.37 | -3.194 | 0.975 | 2.056 |  |
| ***ALOX12*** | 30.47 | 9.41 | -3.014 | 0.998 | 2.147 |  |
| ***B4GALT7*** | 25.72 | 4.72 | -3.089 | 0.998 | 2.108 |  |
| ***BCAT1*** | 29.53 | 8.58 | -3.453 | 0.976 | 1.948 |  |
| ***DSE*** | 28.15 | 7.20 | -3.043 | 0.994 | 2.131 |  |
| ***EXTL1*** | 27.25 | 6.20 | -3.036 | 0.994 | 2.135 |  |
| ***GPX3*** | 20.506 | -0.521 | -3.225 | 0.999 | 2.042 |  |
| ***ME2*** | 26.935 | 5.995 | -3.280 | 0.992 | 2.018 |  |
| ***UST*** | 24.763 | 3.700 | -3.183 | 0.990 | 2.061 |  |
| ***XYLT2*** | 25.935 | 4.936 | -3.380 | 0.994 | 1.976 |  |
| ^1^ The median is calculated considering all cows  ^2^ The median of ∆Ct is calculated as [Ct gene – geometrical mean of Ct internal controls]  ^3^ Slope of the standard curve.  ^4^ R^2^ stands for the coefficient of determination of the standard curve.  ^5^ Efficiency is calculated as [10^(-1 / Slope)^]. | | | | | | |

# Supplementary material for: Prepartum body condition score and plane of nutrition affect the hepatic transcriptome during the transition period in grazing dairy cows
**Source:** BMC Genomics. 2016 Nov 2;17:854. doi: 10.1186/s12864-016-3191-3
**Supplement:** Additional file 4: Table S1. — Differentially expressed genes at −7 days from parturition with fold change (FC) ≤ −3 or ≥ +3 in liver of animals with BCS 4 fed either 125 (B4F125) compared with 75 (B4F75) % of requirement for the last 3 weeks before parturition.

| **Table S1.** Differentially expressed genes at -7 days from parturitionwith fold change (FC) ≤ −3 or ≥ +3 in liver of animals with BCS 4 fed either 125 (B4F125) compared with 75 (B4F75) % of requirement for the last 3 weeks before parturition. | | |
| --- | --- | --- |
| **Gene** | **Description** | **FC at -7 d** |
| ***Upregulated*** | | |
| *LOC788413* | olfactory receptor, family 10, subfamily C, member 1-like | 11,16 |
| *PTPRU* | protein tyrosine phosphatase, receptor type, U | 4,81 |
| *KIAA1045* | KIAA1045 ortholog | 4,66 |
| *OBSCN* | obscurin, cytoskeletal calmodulin and titin-interacting RhoGEF | 4,45 |
| *ARHGAP21* | Rho GTPase activating protein 21 | 4,35 |
| *AGR2* | anterior gradient homolog 2 | 4,25 |
| *ZNF445* | zinc finger protein 445 | 4,21 |
| *LOC100137795* | uncharacterized LOC100137795 | 4,20 |
| *SPATA2* | spermatogenesis associated 2 | 4,00 |
| *KIAA0319L* | KIAA0319-like ortholog | 3,87 |
| *DCP1A* | DCP1 decapping enzyme homolog A | 3,84 |
| *GTF2A1* | general transcription factor IIA, 1, 19/37kDa | 3,81 |
| *ANKRD34B* | ankyrin repeat domain 34B | 3,78 |
| *PTPN4* | protein tyrosine phosphatase, non-receptor type 4 | 3,77 |
| *RNPEP* | arginyl aminopeptidase | 3,39 |
| *PLCL2* | phospholipase C-like 2 | 3,34 |
| *BDA20* | major allergen BDA20 | 3,25 |
| *C25H16orf45* | chromosome 25 open reading frame, human C16orf45 | 3,08 |
| *MBD1* | methyl-CpG binding domain protein 1 | 3,02 |
| ***Downregulated*** | | |
| *MAU2* | MAU2 chromatid cohesion factor homolog | -7,61 |
| *ZNF236* | zinc finger protein 236 | -7,49 |
| *LRRC49* | leucine rich repeat containing 49 | -5,34 |
| *AQP6* | aquaporin 6 | -4,85 |
| *CACNB2* | calcium channel, voltage-dependent, beta 2 subunit | -4,56 |
| *LOC789904* | ribosomal protein L7a-like | -4,30 |
| *FGF11* | fibroblast growth factor 11 | -3,97 |
| *SSPO* | SCO-spondin homolog | -3,95 |
| *LRRTM3* | leucine rich repeat transmembrane neuronal 3 | -3,59 |
| *CDH7* | cadherin 7, type 2 | -3,59 |
| *LOC524560* | olfactory receptor, family 10, subfamily H, member 1-like | -3,50 |
| *SASH3* | SAM and SH3 domain containing 3 | -3,49 |
| *EZH2* | enhancer of zeste homolog 2 | -3,39 |
| *C2CD4D* | C2 calcium-dependent domain containing 4D | -3,36 |
| *KCNG3* | potassium voltage-gated channel, subfamily G, member 3 | -3,31 |
| *PTH2R* | parathyroid hormone 2 receptor | -3,19 |
| *KCTD1* | potassium channel tetramerization domain containing 1 | -3,11 |
| *HIATL1* | hippocampus abundant transcript-like 1 | -3,11 |
| *RHOF* | ras homolog gene family, member F | -3,05 |
| *PDLIM7* | PDZ and LIM domain 7 | -3,03 |
| *MS4A18* | membrane-spanning 4-domains, subfamily A, member 18 | -3,03 |
| *WDR87* | WD repeat domain 87 | -3,01 |

# Supplementary material for: Prepartum body condition score and plane of nutrition affect the hepatic transcriptome during the transition period in grazing dairy cows
**Source:** BMC Genomics. 2016 Nov 2;17:854. doi: 10.1186/s12864-016-3191-3
**Supplement:** Additional file 7: Table S4. — Differentially expressed genes at −7 days from parturition with fold change (FC) ≤ −3 or ≥ +3 in liver of animals with BCS 5 fed either 125 (B5F125) compared with 75 (B5F75) % of requirement for the three weeks before parturition.

| **Table S4.** Differentially expressed genes at -7 days from parturitionwith fold change (FC) ≤ −3 or ≥ +3 in liver of animals with BCS 5 fed either 125 (B5F125) compared with 75 (B5F75) % of requirement for the three weeks before parturition. | | | |
| --- | --- | --- | --- |
| **Gene** | **Description** | **FC at -7 d** |  |
| ***Upregulated*** | | | |
| *ESYT2* | extended synaptotagmin-like protein 2 | 5,17 |  |
| *CRYGD* | crystallin, gamma D | 4,98 |  |
| *RSPH1* | radial spoke head 1 homolog | 4,54 |  |
| *ANGPTL7* | angiopoietin-like 7 | 4,39 |  |
| *PLD5* | phospholipase D family, member 5 | 3,64 |  |
| *RHBDL2* | rhomboid, veinlet-like 2 | 3,54 |  |
| *OBSCN* | obscurin, cytoskeletal calmodulin and titin-interacting RhoGEF | 3,18 |  |
| *LOC787878* | putative olfactory receptor 56B2-like | 3,10 |  |
| ***Downregulated*** | | | |
| *C1QL3* | complement component 1, q subcomponent-like 3 | -6,66 |  |
| *CADPS* | Ca^++^-dependent secretion activator | -6,15 |  |
| *TRIM36* | tripartite motif containing 36 | -5,52 |  |
| *MAEL* | maelstrom homolog | -5,45 |  |
| *NRCAM* | neuronal cell adhesion molecule | -4,13 |  |
| *FEZF1* | FEZ family zinc finger 1 | -4,03 |  |
| *SLC26A8* | solute carrier family 26, member 8 | -3,80 |  |
| *CKMT1B* | creatine kinase, mitochondrial 1B | -3,71 |  |
| *LOC782400* | uncharacterized LOC782400 | -3,71 |  |
| *ELN* | elastin | -3,25 |  |
| *RPRD2* | regulation of nuclear pre-mRNA domain containing 2 | -3,11 |  |
| *FLNA* | filamin A, alpha | -3,09 |  |
| *RPS28* | ribosomal protein S28 | -3,08 |  |
| *FGFR2* | fibroblast growth factor receptor 2 | -3,03 |  |

# Supplementary material for: Prepartum body condition score and plane of nutrition affect the hepatic transcriptome during the transition period in grazing dairy cows
**Source:** BMC Genomics. 2016 Nov 2;17:854. doi: 10.1186/s12864-016-3191-3
**Supplement:** Additional file 9: Table S6. — Differentially expressed genes at +28 days from parturition with fold change (FC) ≤ −3 or ≥ +3 in liver of animals with BCS 5 fed either 125 (B5F125) compared with 75 (B5F75) % of requirement for the three weeks before parturition.

| **Table S6.** Differentially expressed genes at +28 days from parturitionwith fold change (FC) ≤ −3 or ≥ +3 in liver of animals with BCS 5 fed either 125 (B5F125) compared with 75 (B5F75) % of requirement for the three weeks before parturition. | | | |
| --- | --- | --- | --- |
| **Gene** | **Description** | **FC at +28 d** |  |
| ***Upregulated*** | | | |
| *OPA3* | optic atrophy 3 | 6,18 |  |
| *LRRC49* | leucine rich repeat containing 49 | 5,45 |  |
| *FOXJ1* | forkhead box J1 | 3,63 |  |
| *ZNF19* | zinc finger protein 19 | 3,61 |  |
| *OTOL1* | otolin 1 | 3,59 |  |
| *CXCL11* | chemokine (C-X-C motif) ligand 11 | 3,49 |  |
| *UCN* | urocortin | 3,39 |  |
| *ZBTB46* | zinc finger and BTB domain containing 46 | 3,03 |  |
| *TNFAIP8L3* | tumor necrosis factor, alpha-induced protein 8-like 3 | 3,01 |  |
| ***Downregulated*** | | | |
| *LOC785406* | olfactory receptor 5AL1 | -6,05 |  |
| *TMEM196* | transmembrane protein 196 | -4,22 |  |
| *IFIT1* | interferon-induced protein with tetratricopeptide repeats 1 | -4,12 |  |
| *TMEM54* | transmembrane protein 54 | -3,70 |  |
| *SAA3* | serum amyloid A 3 | -3,43 |  |
| *APOBEC3A* | apolipoprotein B mRNA editing enzyme, catalytic polypeptide-like 3A | -3,42 |  |
| *M-SAA3.2* | mammary serum amyloid A3.2 | -3,34 |  |
| *MVK* | mevalonate kinase | -3,07 |  |
| *ATAD1* | ATPase family, AAA domain containing 1 | -3,03 |  |

How the deposited data were processed for this re-analysis (not part of the article)

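Liver samples of 32 cows (BCS 4 or 5, fed 75 or 125 % of requirements before calving) from 3 days were compared on 48 two-colour Agilent bovine arrays, which gives 96 channels in 12 groups of 8 cows. The authors scanned the slides, excluded spots of poor quality and deposited 1 log2 ratio of the 2 channels per spot and array, with blanks for excluded spots. The values lie between −8.496 and 9.394. The values came from the series table, whose columns name the samples. The annotated table, which holds the same 48 values for each spot, supplied the gene names. Its own 48 value columns are named by slide and position, match no sample label and were not used here. Intensities are not part of the ratio table, so the lowess step of the paper was not repeated and signal over background was not measured. The share of blank spots is the only sign of dim spots.

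Every written gene name lacks the digit 0. Of 16628 written names, 424 were restored where the RefSeq bovine gene table holds 1 gene that fits, 403 names on 1375 spots were left out (379 that fit several genes and 24 turned into dates), and LOC numbers were kept as written. This was noticed after the comparisons had been fitted. The 33292 named spots gave 16225 gene names, the probes of a gene were averaged on each array (9705 of the genes tested have more than 1 probe), and 14931 genes measured on at least 24 of 48 arrays were tested. The table names no genome build, so no coordinates are given.

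Each array was centred on its median. The values as deposited had been planned as the main setting and the centring as an alternative, and the 2 were exchanged once the array medians had been seen and before any comparison was fitted, since the medians showed no centring. In R 4.3.3, limma 3.58.1 and statmod 1.5.0 each array's ratio was modelled as the difference between the group means of its Cy5 and Cy3 channels plus a dye term, with cow pair as a random block (correlation 0.13) and moderated tests (prior degrees of freedom 3.17, residual degrees of freedom 36 for a gene on all arrays). The comparisons were B4F125 vs B4F75 and B5F125 vs B5F75 at −7, 7 and 28 d and averaged over the days, the interaction of BCS and feeding at 7 d and over the days, 7 and 28 d vs −7 d, and BCS5 vs BCS4. A gene was called at an unadjusted p of at most 0.01 and a FC of at least 1.5 either way, the thresholds of the paper, and Benjamini-Hochberg adjusted p are given beside. The fit was tested on simulated data. The standard errors were solved exactly for the blanks of each gene with code written for this purpose, as the contrast step of limma approximates them there. A first look at the comparisons, with centred arrays and that contrast step, was made before the analysis was written. It gave other counts for genes with blanks and the same calls on the 10759 genes without. No column states which channel is the numerator of a ratio, and the direction was taken from the signs in Tables S1 to S6.

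The 65 gene lists hold the pathways the paper discusses, other functions of liver, and markers of cell types, and were written down before the data were examined. A list was tested against all other genes with cameraPR on the moderated t values at a preset correlation of 0.01, adjusted over the 520 tests of the 8 feeding comparisons. The planned camera test needs complete values. A test of its kind was therefore written for this purpose, on the moderated t values of all genes. Its correlation was estimated from genes measured on all arrays, and fry was run on those genes. The genes named in the text are every gene the paper names in its text, Table 3 or Fig. 6, the 5 genes with the smallest p in each direction of each comparison, and up to 4 called members of each list described. Genes given as uncalled members of a list, and shared or supplementary genes, were chosen after their values were seen. The paper's own values were known when this rule was written.

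The alternatives were each probe on its own, genes on all 48 arrays, no minimum of arrays, no block, no dye term, values as deposited, arrays scaled to the same spread, a mixed model gene by gene without moderation, array quality weights, the 12 arrays of a day alone, the arrays that held both feeding levels alone, adjusted p as the threshold, and each of 16 cow pairs left out. With each probe on its own, a named gene was represented by its probe measured on most arrays, so its other probes may differ. Counts of settings that kept a call or a list were made at the unadjusted threshold for genes and with the preset test for lists. Chosen after seeing the data were 4 more: without the 12 arrays that compare days, without 2 arrays with few blanks, gene names as written, and the standard errors of limma's contrast step. Feeding levels, days and BCS were also reassigned among the cows in 100 splits. Age and breed of single cows, the qPCR data and blood measures were not analysed here.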

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

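The test of the ratio's direction on all arrays was chosen after the result was seen, and the other tests in this part were set down before.

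In BCS5 cows, IFI47, an interferon-inducible GTPase, was lower with overfeeding at 7 d (log2 FC −3.016, adjusted p = 0.0345) and over the whole period (−2.771, adjusted p = 0.000417), lower on 6 of 6 direct arrays, PRAP1 was higher over the whole period (3.924, adjusted p = 0.000439, higher on 6 of 6), and WLS was lower at 7 d (−3.102, adjusted p = 0.00216, lower on 1 of 1). In a mixed model gene by gene, with cow pair as a random effect and no moderation, the adjusted p was 0.932 and 1 for IFI47, 1 for PRAP1 and 0.429 for WLS. These are genes the text of the paper does not discuss. With the treatments averaged, and in a direction between days that is unsettled, CBX7, a chromatin repressor, was higher at 28 d than at −7 d (1.047, adjusted p = 0.0168), as was A2M, the protease inhibitor alpha-2-macroglobulin (1.771, adjusted p = 0.0283), and GLT8D2, a glycosyltransferase, was lower (−0.7519, adjusted p = 0.0266). For CBX7, A2M and GLT8D2 the comparison of days rests on the 12 arrays that compare days, from 4 cow pairs. GSTT1, a glutathione transferase, was lower in BCS5 than in BCS4 cows (−0.4908, adjusted p = 0.00481), below the 1.5-fold threshold.

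The response to feeding differed between the BCS groups in a test of the interaction for 4 lists. At 7 d it was more positive in BCS5 cows for the cell cycle (median difference 0.627, adjusted p = 4.92e-08) and for neutrophil markers (0.262, adjusted p = 0.0231), and more negative for BCAA degradation (−0.229, adjusted p = 0.0341). Over the whole period it was more positive for the cell cycle (0.28, adjusted p = 0.0236) and for macrophage and Kupffer cell markers (0.321, adjusted p = 0.00203). With an estimated correlation the adjusted p was 0.819, 0.509, 0.819, 0.977 and 0.977.

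The array of cow pair 3940x8616 at 28 d (B4F75 with B5F125) had 2.217% of its spots blank, where the others of its group had 15.63% to 20.23%, and its ratios had a spread of 0.5111, against 0.6441 to 0.7215. These were 2 of 18 tests (3 measures in each of 6 groups of 6 arrays), both on this array, and chance gives about 1 in 20 tests.

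Genes with a known course at calving ran the other way here. At 7 d vs −7 d the acute phase gene HP had a log2 FC of −3.58, SAA3 −1.17, PC, the pyruvate carboxylase, −1.11 and IGFBP2 −1.21, while IGF1 had 0.91. The tables argue against ratios formed the other way round on the 12 arrays that compare days, as the dye effect of these arrays had a correlation of 0.389 with that of the other 36. Ratios of Cy3 over Cy5 on all arrays stay open, since the direction was itself taken from the signs of the supplementary genes (80.9% have the paper's sign), which come from the same arrays. Of the 11 genes for which the paper compares arrays with qPCR 9 have the paper's sign, which runs with Cy5 over Cy3, but the qPCR values were not analysed here and none of the 11 was called. That the channel labels were exchanged on these 12 arrays cannot be told apart from correct labels, as the change of the feeding effect between days had a mean correlation of −0.0168 between the sets of arrays, from −0.253 (BCS4 cows at 28 d) to 0.0953 (BCS5 cows at 28 d). RNA integrity, lower at 7 d in the paper, and a true course of these genes in grazing cows stay open, both untested, so the direction of every comparison between days is unsettled.

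The genes called in the 6 feeding comparisons at a single day (663 calls in all) hold a blank more often than the genes tested, 51.3% against 27.9%, a ratio of 1.84, so noise of spots near background may account for part of the calls. A single cow pair is argued against, as 621 to 727 calls were made with 1 pair left out. Chance cannot be excluded in any feeding comparison: in 75, 84, 44, 44, 87 and 86 of 100 splits of the cows as many genes were called as in BCS4 cows at −7, 7 and 28 d and BCS5 cows at −7, 7 and 28 d (71, 151, 129, 98, 158 and 56, against 341, 584, 632, 338, 790 and 199 in the highest other split). The real grouping is included in every count of splits in this part. Splits of the feeding levels or of BCS turn some arrays between groups into arrays within a group, and the reverse, so their design also differs from the real one. Splits with several times the real count may come from this or from a structure of the samples, and neither was tested. An effect of feeding stays open for single genes.

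The same holds over the whole period (70 called in BCS4 cows and 275 in the highest other split, 67 and 321 in BCS5 cows, reached by 70 and 94 of 100 splits), for the interaction (147 and 757 at 7 d, 73 and 383 over the period, 95 and 94 splits), for BCS5 vs BCS4 (28 and 267, 100 splits), for the difference in the number of DEG between BCS4 and BCS5 cows at 7 d (7 and 342, 93 splits) and for the number of lists past the threshold (30 and 95, 83 splits) and their smallest p (5.52e-17 and 8.54e-39, 39 splits). For the days 221 genes were called at 7 d vs −7 d (highest other 334, reached by 2 of 100 splits, the real one included). At 28 d vs −7 d 310 were called (highest other 185, reached by the real one alone). These splits reassigned the days within each cow and so turn arrays of a single day into arrays between days. Their design differs from the real one, so they cannot exclude chance for the days.

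In BCS4 cows at 7 d 46 of 49 cell cycle genes lay lower with overfeeding. The tables argue against a single cow pair, since the median stayed between −0.95 and −0.563 with each pair left out (nearest 0 without 9262x9272). The 27 members measured on all arrays had a median of −0.462, which met the result set beforehand against dim spots. It is nearer 0 than the median of all 49, and a gene counts as measured when any 1 of its probes is. Dim spots thus stay open for part of the size. Chance cannot be excluded, as 12 of 100 splits of the cows had a median as large (0.772, highest other 1.13). More or fewer dividing cells of any type with feeding, and the age of the cows, stay open and were not tested.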

How the results depend on the processing

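Without the 12 arrays that compare days, without 2 arrays at 28 d with few blanks, with gene names as written, and with the standard errors of limma's contrast step are settings chosen after seeing the data, and the others were set before the data were examined.

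Of 133 calls of named genes 47 were kept under every setting run at the unadjusted threshold, among them IFI47 and PRAP1 in BCS5 cows, CSAD and GBP7 in BCS4 cows at 28 d and S100A9 in BCS4 cows at 7 d. With adjusted p as the threshold most of these are lost, among them CSAD, GBP7, S100A9 and IFI47 at −7 d. Of 30 lists past the threshold 4 were kept under every setting of the preset test: the cell cycle in BCS4 cows at 7 d and over the whole period, and cholesterol synthesis and the urea cycle in BCS5 cows at −7 d. Of 30 lists 0 stayed past the threshold with an estimated correlation in a test of camera's kind, run with code written for this purpose (smallest adjusted p = 0.994), and 0 with fry. Of the members of all 65 lists in the 8 feeding comparisons 0 had an adjusted p under 0.05 in limma over all genes, against 25 over a list alone.

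The counts below are in the order BCS4 cows at −7, 7 and 28 d, BCS5 cows at −7, 7 and 28 d, and moved to 1.5 times or more of the reported count, or to less than its inverse. With each probe on its own, which tests more features, they were 146, 331, 229, 189, 300 and 93, with 137 and 133 over the whole period in BCS4 and BCS5 cows, 352 and 173 for the interaction at 7 d and over the period, 375 and 717 at 7 and 28 d vs −7 d and 89 for BCS5 vs BCS4. On genes measured on all 48 arrays, which tests fewer genes, they were 44, 76, 84, 61, 73 and 16, with 42 and 37 over the period, 88 for the interaction at 7 d and 13 for BCS. With the mixed model gene by gene they were 39, 91, 72, 56, 86 and 22, with 32 and 33 over the period, 89 and 33 for the interaction and 10 for BCS.

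Array quality weights gave 183 (BCS4 at −7 d), 176 and 105 (BCS5 at −7 and 28 d), 119 for the interaction over the period and 44 for BCS. Arrays scaled to the same spread gave 142 (BCS4 at −7 d), 186 and 105 (BCS5 at −7 and 7 d) and 144 at 28 d vs −7 d. The 12 arrays of a day alone gave 144 and 214 (BCS4 at −7 and 28 d) and 195 and 96 (BCS5 on these days), and the direct arrays alone 107 and 152 over the period. No block gave 118 for the interaction over the period, and no minimum of arrays 43 for BCS. The cause of these changes was not tested. At an adjusted p under 0.05 limma left 0 genes in BCS4 cows on every day and over the period, 0, 2 and 0 in BCS5 cows at −7, 7 and 28 d and 2 over the period, 0 and 0 for the interaction, 0 and 3 for the days and 1 for BCS, with 512, 792, 712, 619, 736, 293, 564, 469, 806, 544, 1224, 1693 and 428 at an unadjusted p under 0.05 in the order of the first alternative. With limma's contrast step, which approximates the standard errors of genes with blanks, the counts were 71, 166, 125, 120, 179 and 52 by day, 132 of 133 calls of named genes (all but LOC1849682 in BCS5 cows at 28 d) and 30 of 30 lists were kept, and LOC51159 (BCS5 at −7 d), TCHH and ZNF596 (BCS5 at 7 d) gained an adjusted p under 0.05.

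Leaving out each of 16 cow pairs gave 53 to 87, 125 to 195, 106 to 162, 71 to 122, 137 to 210 and 44 to 78 genes in the same order, 51 to 101 and 60 to 89 over the period, 100 to 241 and 60 to 121 for the interaction (both highest without 5544x649), 210 to 309 at 7 d vs −7 d, 205 (without 203x3250) to 653 (without 8209x8620) at 28 d vs −7 d, 23 to 50 (without 6007x7202) for BCS, 12 (without 3940x8616) to 44 lists and 0 to 1 of the genes measured by qPCR.

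Directions turned for GALNTL1 in BCS4 cows at 7 d with each probe on its own (−0.05901), WLS in BCS5 cows over the period on the direct arrays (0.2017), ribosomal proteins in BCS5 cows at 28 d without 210x2303 (median 0.03149, against −0.1939 without 5544x649 at the other end) and the cell cycle in BCS4 cows at 28 d without the 12 arrays that compare days (median −0.02582, with a test that turned upward). The cause was not tested. No scaling moved the median of all genes by 0.1 or more in any comparison (lowest −0.084, values as deposited). Read in the opposite direction, every sign would turn and the counts would stay. The list tests were not run on the arrays of a day or the direct arrays alone. Per-channel values are not in the files, and both source tables hold the same ratios, so these alternatives were not run. Without intensities, what signal over background limits was not measured, and 27.9% of the genes tested have a blank.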

Differences from the paper's values

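All counts are at the thresholds the paper states, and all alternatives named here were set before the data were examined. With paper values first, in BCS4 cows the genes lower at −7 d numbered 63 in the paper and 22 here (within 1.5 times with each probe on its own, scaled arrays, quality weights or the 12 arrays of that day alone, and not otherwise), and all called 125 in the paper and 71 here (also with no minimum of arrays or without 9262x9272 or 6411x8639). At 7 d the paper has 336 higher, 229 lower and 565 in all, and here there were 47, 104 and 151, where only the lower genes come within 1.5 times, with each probe on its own. At 28 d the paper has 147, 234 and 381, and here there were 45, 84 and 129, under no alternative within 1.5 times. Over the whole period the paper has 69, 174 and 243, and here there were 26, 44 and 70, likewise under none.

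In BCS5 cows the paper has 31 higher genes at −7 d, and here there were 52 (within 1.5 times on genes measured on all arrays, with no dye term, with values as deposited, with the mixed model, or without 5950x7258, 652x9277, 3298x656, 5544x649 or 7230x7602). At 7 d the paper has 106 lower and here there were 56 (each probe on its own, no minimum of arrays, without 5950x7258 or 6411x8639). At 28 d the paper has 15 higher and 31 in all, and here there were 41 and 56 (the first on genes measured on all arrays and both with the mixed model, the second also with no dye term or without 210x2303 or 7230x7602). Over the period the paper has 62 lower and 118 in all, and here there were 25 and 67 (both with each probe on its own, the direct arrays alone or without 3298x656, and the total also with no minimum of arrays, no block, scaled arrays, quality weights or without 6411x8639 or 5544x649).

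Of 34 fold changes compared, 27 have the paper's sign, 31 are smaller here and 29 differ by more than the error of the value here. In each pair the paper's value comes first. Each probe on its own here means the gene's probe measured on most arrays. In BCS4 cows at 7 d MTTP had 1.3 in the paper and 1.11 here (no difference with each probe on its own, the 12 arrays of that day, or without 203x3250 or 8209x8620), APOB 1.2 and −1.03, BUB1 −8.29 and −3.42 (no difference without 9240x9276), ABCC9 −3.71 and −16, DGAT1 4.50 and 1.23, GAD2 5.69 and −1.21, MARS −3.05 and −1.27, and GPX3 −5.25 and −2.83 (no difference with each probe on its own, scaled arrays, the 12 arrays of that day, or without 5950x7258, 3940x8616 or 9262x9272). LALBA in BCS4 cows at 28 d had −5.14 in the paper and 1.26 here.

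In BCS5 cows CKMT1B at −7 d had −3.71 in the paper and −1.48 here, and at 7 d ALOX12 had −3.26 and −1.41, BCAT1 −3.01 and 1.44, IFI47 −3.91 and −8.09, IPPK 4.65 and 2.17 (no difference with the mixed model or the 12 arrays of that day) and ME1 −3.04 and −1.55 (no difference with each probe on its own or without 3298x656 or 5544x649). Over the whole period SIM1 had −1.980 in the paper and −1.45 here (no difference with quality weights, the direct arrays, or without 5950x7258 or 7259x8669), SOX2 −1.766 and −1.04, MYOD1 −1.641 and −1.01, ERG −1.552 and −1.11, LHX1 −1.505 and 1.07, and CUX1 −2.035 and 1.09. Where no alternative is named for a gene in this part, all had a difference.

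From Fig. 6, read by eye, ACACB had about 3.0 in the paper and 1.08 here, XYLT2 about 2.6 and 1.34, ABAT about 2.6 and 1.38, UST about 2.1 and 1.47, EXTL1 about 1.8 and 1.22, DSE about −1.7 and −1.44 (no difference with values as deposited, or without 6007x7202, 9240x9276, 8209x8620 or 210x2303), ME2 about −1.7 and −1.29 (no difference with each probe on its own) and B4GALT7 about −1.6 and 1. Of its 11 genes 9 have the paper's sign, the others being BCAT1 and B4GALT7, and all 11 are smaller here.

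At 7 d the paper calls ME1 in BCS4 cows, which was called here without 9240x9276 (−1.88), IPPK in BCS5 cows, called without 5544x649 (3.11), ABAT in BCS4 cows, called without 3940x8616 (0.63), and DSE in BCS4 cows, called without 9240x9276 (−0.77) or 210x2303 (−0.62). Of the targets in Table 3, CXCR4 was called with each probe on its own (−0.97) or quality weights (−0.82), MEIS1 without 7259x8669 (−0.60) and ITGA6 with each probe on its own (−0.78) or without 9240x9276 (−0.68). Single probes came within 1 SE of the paper's value for 19 of the 34 fold changes, and in 22 of 45 comparisons of genes with several probes the probes had opposite signs. Of 461 genes listed in Tables S1 to S6, 397 were tested, and 39 of these (9.82%) have a probe called in the paper's direction, against 1.48% of all genes.

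On the main statements, the paper has more DEG in BCS4 than in BCS5 cows on every day and in their sum. Here 71, 151 and 129 were called in BCS4 cows at −7, 7 and 28 d, and 98, 158 and 56 in BCS5 cows. BCS4 cows thus had more at 28 d and in the sum, but not at −7 or 7 d. With each probe on its own they had more at 7 d as well, as given above. For pathways the paper gives the flux of DIA, drawn from its DEG, and DIA was not rerun here. The medians below are over all measured genes of a list, called or not, and so are another measure. The paper has metabolic pathways of BCS4 cows activated at 7 d, and the metabolic genes had a median log2 FC of 0.031 here. It has those of BCS5 cows inhibited, and the median was −0.013. It has glutathione metabolism inhibited in BCS4 cows, with a median of −0.018 here. In BCS5 cows it has BCAA degradation induced with overfeeding at 28 d, where 28 of 36 genes were below 0 here (median −0.10), and a lower BCAT1 as the main gene of BCAA metabolism at 7 d, where the list of BCAA degradation had a median of −0.19. It has taurine and hypotaurine metabolism induced in B4F125 cows at 7 d, where 7 of 9 genes were below 0 (median −0.11), selenoamino acid metabolism induced in B4F75 cows, where 12 of 20 were above 0 in B4F125 (median 0.05), and amino acid metabolism activated with overfeeding at 28 d in both BCS groups, where the medians were −0.025 and −0.047. The regulators of Table 3 have the paper's sign in 4 of 6 cases, LHX1 and CUX1 being the others, and 25 of 27 targets of BCS4 cows do.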

Other observations

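Erythroid markers were higher at 7 d than at −7 d (median log2 FC 0.62 over 7 genes, adjusted p = 0.00629), with the hemoglobin gene HBB at 1.81, SE 0.48, and at 28 d (median 0.60, adjusted p = 0.00699). Cholesterol synthesis was lower at 7 d (median −0.48, 20 of 22 below 0, adjusted p = 1.30e-06) and at 28 d (median −0.37, adjusted p = 3.20e-05), glycolysis and gluconeogenesis were lower at 7 d (median −0.20, adjusted p = 0.00252; LDHA, the lactate dehydrogenase, −1.18, SE 0.34), as was protein processing in the endoplasmic reticulum (median −0.20, adjusted p = 0.0348). At 28 d ribosomal proteins were higher (48 of 52 above 0, median 0.37, adjusted p = 3.75e-19; at 7 d median 0.088, adjusted p = 0.0201), with RPL26 at 0.81, SE 0.19, and lower were the citrate cycle (median −0.21, adjusted p = 0.025), β-alanine metabolism (median −0.19, adjusted p = 0.03), fatty acid oxidation (median −0.20, adjusted p = 0.000666) and endothelial markers (median −0.26, adjusted p = 0.000257; STAB1, a scavenger receptor of sinusoids, −0.65, SE 0.21). With an estimated correlation the adjusted p was 0.858 or more for each. These contrasts rest in the main on the 12 arrays that compare days, from 4 cow pairs. The direction of all time contrasts is unsettled, as described for the genes known from calving.

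BCS5 cows had higher cholesterol synthesis than BCS4 cows (median 0.10, adjusted p = 0.000792) and interferon response (median 0.12, adjusted p = 0.000883), and lower fatty acid oxidation (median −0.086, adjusted p = 0.000792) and ketone body synthesis (median −0.14, adjusted p = 0.0315), each with adjusted p = 0.912 with an estimated correlation. The amyloid component APCS was lower (−0.77, SE 0.19) and the chemokine CXCL14 higher (1.02, SE 0.23). In B4F125 cows at 28 d acute phase genes were higher (median 0.27, adjusted p = 0.0307, kept under 18 of 29 other settings), and cholesterol synthesis (median −0.29, adjusted p = 0.00317) and the cell cycle (median −0.27, adjusted p = 0.0335, kept under 16 of 29) were lower. In B5F125 cows at 28 d cholesterol synthesis (median −0.24, adjusted p = 0.00317) and ribosomal proteins (median −0.091, adjusted p = 0.0125, kept under 22 of 29, and a median of 0.03149 without cow pair 210x2303) were lower, and ketone body synthesis was lower over the whole period (median −0.16, adjusted p = 0.0307). Each had adjusted p = 0.994 with an estimated correlation.

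Lists not described elsewhere had these medians at 7 d in BCS4 and BCS5 cows, none with an adjusted p under 0.05: bile acid synthesis and transport 0.024 and −0.082, T and NK cells 0.047 and 0.1 (mean −0.092 in BCS4 cows), B and plasma cells −0.03 and 0.089, skeletal muscle −0.024 and 0.26, adipocytes −0.11 and 0.16, and genes with no known role in liver 0.21 and −0.22.

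A hypothesis for IFI47 and PRAP1, formed after their values were seen and tested by a rule set down before the test, is that single cows differed in them on every day, apart from feeding. It was tested on the 3 arrays of each cow pair, whose ratios had a correlation for these genes at the 99.9 and 99.8 percentile of 10759 genes. With 1 pair left out the value nearest 0 was −2.25 for IFI47 (without 5544x649, adjusted p up to 0.102) and 3.39 for PRAP1 (without 6411x8639, adjusted p up to 0.00569). Lasting differences between cows may thus account for part of both results, and the tables do not tell how much.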
